# Comparative Small RNA Analysis of Pollen Development in Autotetraploid and Diploid Rice

**DOI:** 10.3390/ijms17040499

**Published:** 2016-04-12

**Authors:** Xiang Li, Muhammad Qasim Shahid, Jinwen Wu, Lan Wang, Xiangdong Liu, Yonggen Lu

**Keywords:** meiosis, microRNAs, polyploidy, pre-meiotic interphase (PMA), single microspore stage (SCP), siRNAs

## Abstract

MicroRNAs (miRNAs) play key roles in plant reproduction. However, knowledge on microRNAome analysis in autotetraploid rice is rather limited. Here, high-throughput sequencing technology was employed to analyze miRNAomes during pollen development in diploid and polyploid rice. A total of 172 differentially expressed miRNAs (DEM) were detected in autotetraploid rice compared to its diploid counterpart, and 57 miRNAs were specifically expressed in autotetraploid rice. Of the 172 DEM, 115 and 61 miRNAs exhibited up- and down-regulation, respectively. Gene Ontology analysis on the targets of up-regulated DEM showed that they were enriched in transport and membrane in pre-meiotic interphase, reproduction in meiosis, and nucleotide binding in single microspore stage. *osa-miR5788* and *osa-miR1432-5p_R+1* were up-regulated in meiosis and their targets revealed interaction with the meiosis-related genes, suggesting that they may involve in the genes regulation associated with the chromosome behavior. Abundant 24 nt siRNAs associated with transposable elements were found in autotetraploid rice during pollen development; however, they significantly declined in diploid rice, suggesting that 24 nt siRNAs may play a role in pollen development. These findings provide a foundation for understanding the effect of polyploidy on small RNA expression patterns during pollen development that cause pollen sterility in autotetraploid rice.

## 1. Introduction

The evolutionary history of all angiosperms shows that about 30%–60% of them might be polyploids, whole genome duplication has occurred in 75% of all flowering plants [1,2]. Polyploids could be an important source for plant breeders in the future [3,4] because it offers the following three advantages: increasing the variation in dosage-regulated gene expression evolved to new biological functions, advancing the largest vegetative organs, and high levels of heterosis by polyploidy hybrids, over diploid progenitors [5,6,7,8].

Autotetraploid rice is a useful germplasm resource obtained by chromosome doubling with strong hybrid vigor, ability of resistance against abiotic and biotic stresses, and high biomass production compared with diploid rice [9,10]. However, the poor seed set is the main barrier in commercial utilization of polyploid rice. Pollen sterility is one of the major factors that cause low seed set in polyploid rice [11,12,13]. Previous studies on autotetraploid rice indicated that microtubule organization and abnormal chromosome behavior may result in sterile pollens [11,12]. Microarray analysis revealed that the differential gene expressions altered the meiosis gene network that may result in abnormal chromosome behavior and pollen development in autotetraploid rice [14]. Recently, we conducted a transcriptomic analysis on allelic interactions in autotetraploid rice hybrids, and the results revealed that polyploidy enhanced F_1_ pollen sterility loci interactions that alter the expression profiles of meiosis-related or meiosis-stage-specific genes, and resulted in low pollen fertility in autotetraploid rice [15]. Though many studies have been conducted to understand the differences between autotetraploid and diploid rice at cytological and molecular levels, microRNAome analysis on developing pollens of autotetraploid rice is still poorly understood.

MicroRNAs (miRNAs) are small (20–25 nucleotides) single stranded non-coding RNAs that modulate plant gene expression by gene silencing through inhibition of target mRNAs. A number of studies have confirmed that miRNAs involved in a series of biological functions, plant growth, reproduction and responses to hormones and stresses [16,17,18,19]. Some pollen-specific miRNAs have been detected after uninucleate microspores stage of developing pollen in rice [20,21,22]. However, little is known about the changes in expression patterns of miRNAs and their association with pollen development in autotetraploid rice compared to diploid counterpart. Therefore, we planned this study to investigate the differentially expressed miRNAs between autotetraploid and diploid rice, and to detect novel miRNAs that may be associated with meiosis or other stages during pollen development in autotetraploid rice. The results of the present study will provide insights into the roles of miRNAs during pollen development in autotetraploid rice and their association with pollen fertility.

## 2. Results

### 2.1. Overview of MicroRNAs (miRNAs) Sequencing Datasets in Developing Pollens of Rice

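Anthers were taken at 3 stages from Taichung65-2x, a diploid rice, and from Taichung65-4x, which was made from it with colchicine and then selfed. Florets at PMA, MA and SCP measured 2.50–3.00, 3.80–4.30 and 5.50–6.00 mm in Taichung65-2x. In Taichung65-4x they measured 3.50–4.00, 4.80–5.30 and 6.50–7.00 mm. Each of the 6 groups has 1 small RNA library and no replicates, so every comparison here is of 2 libraries, not of the conditions. The authors give 6284253, 6903329 and 4008705 clean reads for Taichung65-2x and 5841382, 5781692 and 4341659 for Taichung65-4x, in stage order.

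Levels are the authors' normalized reads (signal): copy numbers multiplied by 1 factor per library, so 1 read is worth between 0.797 (SCP-4x) and 1.36 (PMA-4x). Each table lists the miRNAs over 10 in at least 1 stage of that ploidy. A miRNA missing from a table is set at 10 there, and its fold is a bound. A miRNA is called higher or lower when the larger value exceeds 10 and the fold exceeds 2, as in the paper but without its chi-square or Fisher test. A listed 0 is read as 0.01.

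Intervals after a fold are 95% intervals of counting error in the 2 libraries and hold no biological variation. A fold without an interval belongs to a miRNA whose value is not a whole number of reads, as where reads are shared among similar loci. Each call was repeated with the libraries scaled to equal sums, to the median ratio, or to the number of clean reads. At PMA these scalings moved the median ratio of 4x to 2x by at most 0.09 log2. At MA they raised it by 0.31, 0.36 and 0.31, and at SCP by 0.35, 0.17 and 0.04.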

To investigate the miRNAs associated with the pollen development of diploid (CK) and autotetraploid rice, three pollen development stages, PMA (pre-meiotic interphase), MA (meiosis) and SCP (single microspore stage), were selected to construct six libraries and sequenced by Solexa high-throughput sequencing technology. A total of 9,176,755, 9,017,836 and 9,271,861 at PMA, MA and SCP raw reads were obtained in each library of Taichung65-4x, respectively. After removing the low quality sequences, adaptor sequences and RNAs smaller than 18 nt (ACGT101-miR program), we obtained 5,841,382 (63.65%), 5,781,692 (64.11%) and 4,341,659 (46.83%) high quality clean reads, which represented 1,201,066 (53.59%), 1,603,531 (57.64%) and 1,792,394 (55.3%) unique sequences at PMA, MA and SCP libraries ranging from 18 to 30 nt in length in autotetraploid rice, respectively (Table S1). We detected 6,284,253 (70.52%), 6,903,329 (60.76%) and 4,008,705 (34.76%) clean reads that represented 1,362,318 (56.74%), 1,219,793 (55.03%) and 1,191,600 (48.57%) unique reads in Taichung65-2x at PMA-2x, MA-2x and SCP-2x, respectively (Table S1). These high-quality reads were mapped to rice precursors in miRBase to identify known and novel miRNAs for further analysis. Low level of large fragments, such as mRNA (messenger RNA) and rRNA (ribosomal RNA), were also found, which indicated the high-quality and no degradation of RNA samples in the present study. A total of 93.19% and 91.44% small RNAs identified here spanned a size range of 20–24 nt in Taichung65-4x and Taichung65-2x, respectively. After removing the redundant sequences, we found 24 nt sRNA sequences more frequently compared to other sRNAs sequences, and the second highest peak was observed for 21 nt sRNA sequences (Figure S1).

A total of 2336 miRNAs, classified into five categories (Table S2), were detected via BLAST in miRBase. After removing the less expressed miRNAs, *i.e.*, the expression levels were less than 10 after the normalization of dataset, we identified 486 miRNAs including 192 known miRNAs belonging to 112 families and 294 novel miRNAs during pollen development. Of these, 486 miRNAs, 441 and 402 were preferentially expressed in autotetraploid and diploid rice, respectively (Tables S3 and S4, respectively).

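Most of the 486 miRNAs were 21 nt (231) or 24 nt (162) long, with 58 of 22 nt. DICER-LIKE1 usually makes the 21 nt class from short hairpins, while long miRNAs of 24 nt come from DICER-LIKE3 in rice. Another 5, 6, 12, 8 and 4 were 18, 19, 20, 23 and 25 nt long. The known class holds 166 rice miRNAs and 26 that match miRNAs of other species. The others are 150 from the second arm of a known hairpin and 144 predicted hairpins (PC). The 486 names stand for 476 distinct sequences, because some loci of a family, such as osa-MIR2118c-p5 and osa-MIR2118q-p5, give the same sequence.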

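The tables of the ploidies share 357 miRNAs, and each ploidy adds a set of another length. Of the 84 listed only for Taichung65-4x, 62 were 24 nt and 7 were 21 nt long. Of the 45 listed only for Taichung65-2x, 12 were 24 nt and 26 were 21 nt long. In the tables as wholes, 24 nt miRNAs numbered 100 in Taichung65-2x and 150 in Taichung65-4x, against 224 and 205 of 21 nt.

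The most abundant in Taichung65-4x alone was osa-miR6250_R+1 (19.0, 18.1 and 113 at PMA, MA and SCP), and osa-miR1320-5p_L-1R+1 (42.1, 19.9 and 22.3) is another. Among the most abundant in Taichung65-2x alone were osa-miR5837.2 (25.6, 21.7 and 10.7), PC-5p-434387_55 (21.5, 15.1 and 6.22) and PC-3p-398029_46 (18.9, 13.7 and 4.44). PC-3p-46519_401 (17.7, 17.2 and 33.5), osa-MIR397a-p5 (28.5, 9.97 and 3.59) and osa-miR5082_L-1 (1.36, 5.44 and 27.9) were also listed for Taichung65-4x alone. Against the limit of 10, PC-3p-46519_401 was at least 3.35-fold and osa-miR5082_L-1 at least 2.79-fold higher in Taichung65-4x at SCP.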

The expression profiles of miRNAs detected in Taichung65-4x and Taichung65-2x during pollen development were compared using principal component analysis (Figure S2). The six samples were grouped into two categories, and the pollen development stages (*i.e.*, PMA, MA and SCP) could be clearly distinguished (Figure S3). These results demonstrated the reliability of the samples used in the present study. 

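Stage separated the libraries more than ploidy did. On the first component of the 357 shared miRNAs (68.5% of the variance), the PMA libraries lay at −13.9 (2x) and −12.6 (4x), the MA libraries at −4.99 and 1.62, and the SCP libraries at 13.8 and 16.0. The second component (14.5%) parted SCP-2x at 7.76 from SCP-4x at −7.70. The third (7.21%) parted PMA-2x at 6.46 from PMA-4x at −6.31.

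Within a stage, the log2 levels of the ploidies correlated at 0.963 (PMA), 0.955 (MA) and 0.927 (SCP). Successive stages correlated at 0.952 and 0.919 in Taichung65-2x and at 0.943 and 0.925 in Taichung65-4x, and PMA with SCP at 0.841. MA-2x was as near to PMA-4x (0.955) as to MA-4x. The paper takes the grouping by stage as grounds to call its samples reliable.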

Six miRNAs were randomly selected from three pollen development stages for validating the differentially expressed miRNAs (DEM) by quantitative real-time PCR (qRT-PCR). 

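Several miRNAs drawn in Figure 1 differ between the libraries. osa-MIR397b-p5, from the hairpin of a miRNA that targets laccases, rose from 139 to 284 at PMA (2.05-fold, 1.61–2.62). osa-MIR5083-p3 rose at SCP from 109 to 258 (2.36-fold, 1.91–2.93). osa-miR162b, whose family targets DICER-LIKE1 mRNA, fell at MA from 1140 to 561 (2.03-fold, 1.84–2.24), as did osa-miR5514 from 568 to 227 (2.50-fold, 2.15–2.91) and osa-miR5516a from 560 to 269 (2.09-fold). osa-miR5796 fell from 2517 to 1245 at MA (2.02-fold, 1.89–2.16) and from 1329 to 541 at SCP (2.46-fold, 2.24–2.70).

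At SCP, sbi-miR166a_R+1_1ss17TC, of the family that restrains HD-ZIP III genes, fell from 117 to 48.6 (2.41-fold, 1.77–3.32). ppt-miR894_R+1 fell there from 4555 to 1715 (2.66-fold, 2.52–2.79). Of the falls at MA, osa-miR162b, osa-miR5516a and osa-miR5796 miss 2-fold under each other scaling, and osa-miR5514 misses it under the median ratio. At SCP, osa-miR5796 and sbi-miR166a_R+1_1ss17TC miss it under equal sums.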

The qRT-PCR results showed that their expression patterns were similar to those by the high-throughput sequencing, demonstrating the accuracy of small RNA sequencing results in the present study (Figure 1).

### 2.2. Association between miRNAs Expression Profiles and Pollen Development Stages in Autotetraploid and Diploid Rice

A total of 402 miRNAs (*i.e.*, 349, 319 and 299 at PMA, MA and SCP, respectively), including 178 known and 224 novel miRNAs, were obtained during pollen development of Taichung65-2x by a threshold of >10 (Figure 2A; Table S3). 

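Taichung65-2x held 156 known miRNAs over the threshold at PMA, 147 at MA and 153 at SCP. Its other-arm and predicted miRNAs over the threshold decreased in number from 193 to 172 and 146. The threshold is fixed in the authors' scaling. Relative to clean reads it was 1.30 times as high at MA and 2.38 times as high at SCP as at PMA. The decrease may therefore come from the scaling in part or in full. A few miRNAs made up much of each library: the top 5 carried 21.2% of the listed signal at PMA, 26.3% at MA and 38.0% at SCP. osa-miR166a-3p, of the family that limits HD-ZIP III genes, stood at 4447, 8089 and 8833 in stage order. osa-miR2118d, a trigger of 21 nt phasiRNAs, stood at 7447, 2873 and 964. By listing, 73 miRNAs passed the threshold in 2 stages and 83 in a single stage. Over a threshold of 50, 186 miRNAs remained, 113 of them in all 3 stages.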

Among 402 miRNAs, 246 miRNAs were co-expressed during the three pollen development stages (*i.e.*, PMA, MA and SCP) (Figure 2C), and 170 miRNAs showed stage-specific differential expression patterns during pollen development stages in the diploid rice (Table S5). Of the 170 differentially expressed miRNAs, 20 and 46 miRNAs in MA compared to PMA stage, and 28 and 96 miRNAs in SCP compared to MA stage were up- and down-regulated, respectively (Table 1 and Table S5). 

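From PMA to MA in Taichung65-2x, 3 of 12 phase change miRNAs rose (median 0.29; 0.57, 0.62 and 0.67 under equal sums, the median ratio and clean reads) and none fell. osa-miR156a, whose family targets SPL genes, rose from 40.1 to 171 (4.26-fold), osa-miR1425-5p from 544 to 1684 (3.09-fold, 2.78–3.46) and osa-miR1871 from 33.7 to 88.7 (2.64-fold, 1.68–4.28). osa-miR2275a_1ss15AG fell 3.67-fold (2.83–4.80), osa-miR1429-5p_R+3 3.50-fold (2.10–6.04) and osa-MIR397b-p3 3.27-fold (1.81–6.17). Of the 28 HD-ZIP III, GRF and GRAS family members 3 rose and 3 fell (median 0.38; 0.66, 0.71 and 0.75), and of the 6 copper and lignin family members 3 fell (median −0.98; −0.70, −0.65 and −0.60).

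From MA to SCP, osa-miR1432-5p_R+1 rose from 3.77 to 69.3 (18.4-fold, 6.89–69.1), osa-miR172b from 40.6 to 155 (3.81-fold, 2.71–5.45) and osa-MIR167j-p3 3.69-fold (2.33–6.04). osa-MIR171b-p5 fell 8.67-fold (4.75–17.4) and osa-miR166b-5p, from 2403 to 482, 4.98-fold. Of the 19 auxin family members 6 rose (median 0.50; 0.97, 1.34 and 1.37 scaled), as did 6 of the 15 of phase change (median 0.91; 1.38, 1.75 and 1.78; 1 fell) and 3 of the 5 of miR164 (median 1.72; 2.18, 2.55 and 2.59). For the summed values these become 0.33, 0.49 and 0.84, and for members over 50 they become 0.23, 0.79 and 0.36.

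Among all miRNAs, 21 rose and 84 fell from PMA to MA, and 29 rose and 132 fell from MA to SCP. Scaling moves this balance: 38 and 54, 40 and 50, or 45 and 43 at the first step, and 54 and 66, 95 and 29, or 97 and 26 at the second (equal sums, median ratio, clean reads). The median of all miRNAs, −0.38 and −0.67 as deposited, moves up by 0.28, 0.33 and 0.38 and by 0.46, 0.83 and 0.87.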

Of the 153 known miRNAs in SCP, 33 miRNAs displayed similar expression patterns as reported by Wei *et al.* [22], while 120 miRNAs were only found in SCP of Taichung65-2x (Table S6A). Of the 33 miRNAs, 30 miRNAs that belong to 21 miRNAs families were expressed in all development stages (Table S6B), and most of them were pollen-specific miRNAs.

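In the anthers of the tetraploid, few miRNAs again made up much of each library: the top 5 carried 22.0%, 27.9% and 29.7% of the listed signal at PMA, MA and SCP. osa-miR166a-3p stood at 5272, 7673 and 5521. osa-miR159a.1, whose family targets GAMYB genes of the tapetum, stood at 2790, 1353 and 832. The 24 nt miRNAs carried 5.14%, 5.86% and 5.18% of the listed signal in Taichung65-2x at PMA, MA and SCP and 4.91%, 9.29% and 10.0% in Taichung65-4x. The 21 nt share was 63.1%, 77.0% and 82.6% in Taichung65-2x and 70.6%, 70.7% and 69.6% in Taichung65-4x.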

A total of 441 miRNAs, including 173 known and 268 novel miRNAs, were detected in Taichung65-4x; of these, 344, 338 and 343 were identified in PMA, MA and SCP by a threshold of >10, respectively (Figure 2B; Table S4). Among 441 miRNAs, 258 miRNAs were co-expressed, and 208 miRNAs were stage-specific and exhibited differential patterns in pollen development stages (*i.e.*, PMA, MA and SCP) in autotetraploid rice (Figure 2D; Table S5). In total, 41 and 75 miRNAs in MA compared to PMA stage, and 58 and 57 miRNAs in SCP compared to MA stage were up- and down-regulated, respectively (Table 1 and Table S5). 

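From PMA to MA in Taichung65-4x, osa-MIR156e-p3 rose from 31.3 to 98.3 (3.15-fold), PC-5p-50441_402 from 24.5 to 67.0 (2.74-fold, 1.62–4.88) and osa-miR172a, whose family targets AP2-like genes, 2.37-fold (1.11–5.65). osa-miR171e-5p fell from 66.6 to 12.7 (5.25-fold, 2.85–10.3) and osa-MIR5530-p3 from 507 to 149 (3.41-fold, 2.83–4.12). Of the 7 copper and lignin family members 6 fell (median −1.52). Of the 120 miRNAs of 24 nt, 29 rose and 8 fell (median 0.26, above all 10000 random lists), while of the 198 of 21 nt, 5 rose and 81 fell (median −0.81). Under the other scalings these medians become 0.84, 0.93 and 0.86 for 24 nt, −0.23, −0.14 and −0.21 for 21 nt, and −0.94, −0.85 and −0.92 for the copper and lignin members.

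From MA to SCP, osa-miR6250_R+1 rose from 18.1 to 113 (6.25-fold, 3.90–10.5), osa-miR2106_L+3R+1 from 23.6 to 63.8 (2.71-fold, 1.72–4.39) and osa-MIR167j-p3 from 20.8 to 58.2 (2.79-fold, 1.73–4.68). osa-MIR156e-p3 fell back to 14.0 (7.04-fold), and osa-MIR5495-p3 fell from 137 to 28.7 (4.76-fold, 3.29–7.06). Of the 13 auxin family members 3 rose (median 0.36, or 0.86, 1.00 and 0.96 under the other scalings), and of the 4 of GAMYB and TCP 2 fell (median −1.19, or −0.69, −0.55 and −0.60).

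Among all miRNAs, 41 rose and 116 fell from PMA to MA, and 36 rose and 83 fell from MA to SCP. Under the other scalings the balance turns: 79 and 36, 86 and 27, or 84 and 32 at the first step, and 82 and 33, 106 and 25, or 95 and 29 at the second. The medians, −0.58 and −0.31, move up by 0.58, 0.67 and 0.60 and by 0.50, 0.64 and 0.60.

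**Figure D1:**
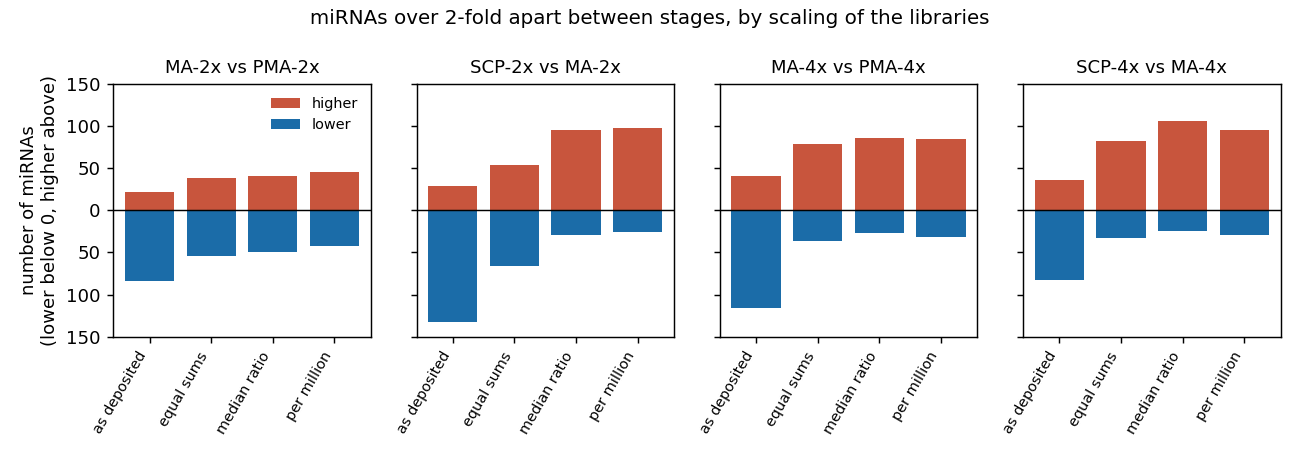
Numbers of miRNAs higher (bars above 0) and lower (bars below 0) at each step between stages in each ploidy, with the libraries as deposited and under 3 other scalings. From MA to SCP in Taichung65-2x, 29 rose and 132 fell as deposited, against 97 and 26 scaled by clean reads.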

We also detected 32 known miRNAs in SCP of Taichung65-4x that were reported by Wei *et al.* [22] (Table S6A), and 29 of these 32 miRNAs were also expressed during the PMA and MA in autotetraploid rice (Table S6B). These 29 known miRNAs were detected in diploid rice as well, but some of them were found to be differentially regulated in both types of rice.

### 2.3. Differentially Expressed miRNAs during Pollen Development in Autotetraploid and Diploid Rice

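Across the 3 stages, 154 of the 486 miRNAs (31.7%) were called higher or lower in Taichung65-4x in at least 1 stage. They include 63 known miRNAs and 91 from other arms or predicted hairpins. Among the known were osa-miR528-5p, osa-miR1432-5p_R+1 and osa-miR172d-5p_R+1. osa-MIR2101-p3 rose 2.22-fold (1.28–3.98) at PMA and 5.57-fold (2.82–12.2) at MA, and stood at 13.3 and 14.4 at SCP. rgl-miR5139_L+3 fell from 211 to 93.8 at PMA (2.25-fold, 1.69–3.04), and no call was made for it at the later stages (134 and 88.3, 145 and 90.9).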

A total of 172 differentially expressed miRNAs (DEM), including 60 known and 112 novel miRNAs, which accounted for 35.39% of the total detected miRNAs, were detected during pollen development between autotetraploid and diploid rice (Figure 3A; Table S7). Among the DEM, 46 miRNAs were differentially expressed in PMA of Taichung65-4x compared with Taichung65-2x, of these 27 and 19 miRNAs were found to be up- and down-regulated, respectively. 

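At PMA the ploidies differed least: 22 miRNAs rose and 22 fell in Taichung65-4x, out of 397 tested, around a median ratio of 0.00 log2. Of the 7 copper and lignin miRNAs 3 rose (median 0.99, above all 10000 random lists), namely osa-miR528-5p, osa-MIR397b-p5 and osa-MIR397a-p5 (at least 2.85-fold). osa-MIR2905-p5_1ss3GA rose from 28.3 to 57.1 (2.02-fold, 1.17–3.59).

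Of the 43 miRNAs of the phasiRNA trigger families, 6 fell and none rose (median −0.30, percentile 0.01 of random lists). Members of a family can be near-identical and share reads, so percentiles of family lists can overstate how unusual they are. Their share of the listed signal was 40.5% in Taichung65-2x and 32.0% in Taichung65-4x. osa-miR5837.2 fell at least 2.56-fold and PC-5p-434387_55 at least 2.15-fold. The HD-ZIP III, GRF and GRAS families were higher as a list (29 members, 2 rose, median 0.32, percentile 99.82). Among the miRNAs whose values are whole reads, 10 of 16 rises and 8 of 15 falls have counting intervals clear of 1-fold.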

Fifty-eight miRNAs, including 37 up-regulated and 21 down-regulated, were differentially expressed in MA between Taichung65-4x and Taichung65-2x. 

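At MA the differences split by length. Of the 111 miRNAs of 24 nt, 16 rose and 1 fell (median 0.29, 0.18 to 0.44). Of the 199 of 21 nt, 1 rose and 26 fell (median −0.47, −0.56 to −0.42). Both medians hold bounds for miRNAs listed for 1 ploidy alone, which can differ only towards that ploidy. Medians of members over 50 were 0.73 for 24 nt and −0.48 for 21 nt. Transposon-derived and long miRNAs rose in 3 of 11 (median 0.76, percentile 99.99). Among them are osa-miR812g from 28.9 to 64.2 (2.22-fold) and osa-miR812n-5p_L-1R+1 from 21.8 to 44.3 (2.04-fold). The random lists were not matched on length. For members over 50 this list stood at 0.78 and the 24 nt class at 0.73, so the percentile does not part it from its length. osa-miR1876 rose from 41.5 to 93.3 (2.25-fold, 1.56–3.28), PC-5p-72854_262 from 30.7 to 83.3 (2.72-fold) and PC-5p-50441_402 from 31.6 to 67.0 (2.12-fold).

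osa-miR171e-5p, whose family targets GRAS genes, fell from 43.4 to 12.7 (3.42-fold, 1.85–6.74), osa-MIR5820-p5 from 307 to 130 (2.37-fold, 1.94–2.90) and PC-5p-86809_361 from 123 to 53.4 (2.30-fold, 1.67–3.18). osa-miR5072_L-2_1ss3AG fell from 144 to 67.9 (2.13-fold, 1.60–2.84) and osa-miR5837.2 at least 2.17-fold. In sum 20 rose and 35 fell of 380 tested (median −0.18).

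Scaling turns this balance: 42 rose and 14 fell under equal sums, 46 and 11 under the median ratio, and 43 and 14 by clean reads. Each raises the MA ratios (by 0.31, 0.36 and 0.31 log2), so it can end falls but no rise, and 14, 11 and 14 of the 35 falls stay. Among those named here osa-miR171e-5p stays, while osa-MIR5820-p5, PC-5p-86809_361, osa-miR5072_L-2_1ss3AG and osa-miR5837.2 miss 2-fold under each. The 21 nt median shrinks to −0.17, −0.12 and −0.16, and the 24 nt median grows to 0.60, 0.65 and 0.61.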

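At SCP the split by length was widest. Of the 126 miRNAs of 24 nt, 37 rose and none fell (median 0.52, 0.36 to 0.67). Of the 184 of 21 nt, 4 rose and 33 fell (median −0.43, −0.56 to −0.28). These medians hold bounds: a miRNA listed for 1 ploidy alone is set against 10 and can differ only towards that ploidy. Listed for Taichung65-4x alone are 62 of 24 nt and 7 of 21 nt, and for Taichung65-2x alone 12 and 26. Of all 51 rises at SCP 7 are such bounds, and of the 39 falls 0. Medians of members over 50 were 0.96 for 24 nt and −0.56 for 21 nt. Transposon-derived and long miRNAs rose in 6 of 11 (median 1.02, percentile 99.84). Examples are osa-miR1874-3p from 21.3 to 81.3 (3.81-fold, 2.43–6.23), osa-miR812g from 32.7 to 66.3 (2.03-fold) and osa-miR812n-5p_L-1R+1 from 22.9 to 50.6 (2.21-fold). The random lists were not matched on length. For members over 50 this list stood at 1.08 and the 24 nt class at 0.96, so the percentile does not part it from its length. osa-miR2106_L+3R+1 rose from 8.00 to 63.8 (7.98-fold, 4.00–18.1), osa-miR1876 from 25.8 to 70.2 (2.72-fold, 1.77–4.30) and osa-MIR397b-p3 from 9.77 to 37.5 (3.84-fold, 1.96–8.20). PC-5p-72854_262 rose 2.44-fold, PC-5p-50441_402 2.14-fold and osa-MIR5542-p3_1ss17AG 2.16-fold (1.59–2.97).

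Of the 28 HD-ZIP III, GRF and GRAS family members 5 fell (median −0.62, percentile 0.42), and of the 15 of phase change 2 fell (median −0.70, percentile 0.65). Equal sums shrink these medians to −0.28 and −0.36. The random lists were matched on abundance but not on length, and the 21 nt class as a whole stood at −0.43. These percentiles thus cannot part the families from a shift by length. osa-miR5072_L-2_1ss3AG fell from 514 to 139 (3.71-fold, 3.12–4.42), bdi-miR5054_L+2 from 211 to 56.6 (3.72-fold, 2.84–4.92) and osa-miR166i-3p_L+2R-2 from 140 to 44.5 (3.14-fold). osa-MIR5495-p3 fell from 79.1 to 28.7 (2.75-fold, 1.85–4.18), osa-miR5800 from 301 to 131 (2.30-fold, 1.91–2.79), osa-miR5806 from 283 to 125 (2.26-fold, 1.86–2.76), osa-MIR5820-p5 2.19-fold (1.58–3.06) and osa-miR166l-5p 2.23-fold (1.16–4.46). osa-miR168a-5p, which targets ARGONAUTE1 mRNA, fell from 2327 to 1155 (2.01-fold, 1.89–2.15).

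In sum 51 rose and 39 fell of 382 tested (median 0.02). Equal sums give 84 and 17, the median ratio 64 and 25, and scaling by clean reads 53 and 35. Under equal sums osa-miR5800, osa-miR5806, osa-MIR5820-p5, osa-miR166l-5p and osa-miR168a-5p miss 2-fold, the last 3 also under the median ratio, and osa-miR168a-5p by clean reads too. The 21 nt median becomes −0.09 under equal sums and −0.26 under the median ratio, and the 24 nt median 0.87 and 0.69.

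**Figure D2:**
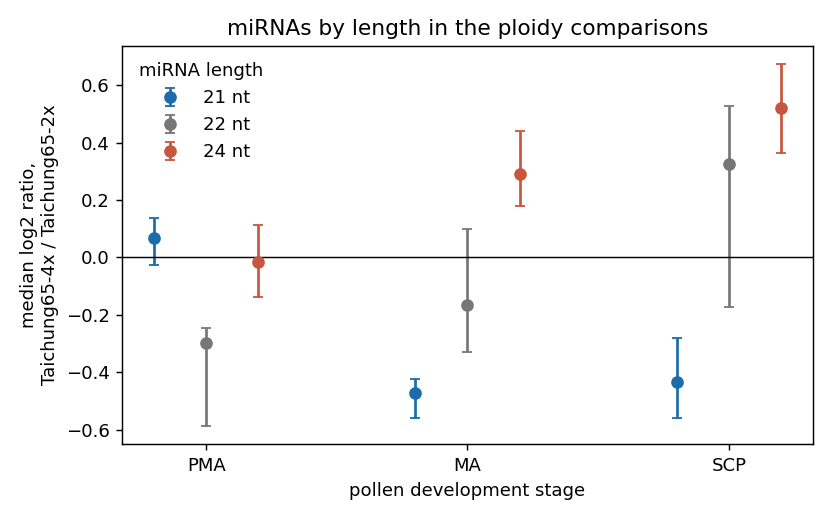
Median log2 ratio of Taichung65-4x to Taichung65-2x (vertical axis) for miRNAs of 21, 22 and 24 nt at PMA, MA and SCP, with bars for the 95% interval of the median. At SCP the 24 nt class lies at 0.52 and the 21 nt class at −0.43, and under equal sums both shift up by 0.35. The medians hold bounds for miRNAs listed for 1 ploidy alone, which can differ only towards that ploidy.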

One hundred two miRNAs were differentially expressed in SCP, among them 75 and 27 were up- and down-regulated, respectively (Figure 3B; Table 1). 

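The share of tested miRNAs called between the ploidies was 11.1% at PMA, 14.5% at MA and 23.6% at SCP. The share within 1.5-fold was 69.8%, 58.9% and 50.8%. Rank correlations between the ploidies decreased in the same order (0.948, 0.930 and 0.894). Known miRNAs were 7, 6 and 20 of those that rose and 8, 14 and 22 of those that fell. At SCP, 22 of the 94 predicted (PC) miRNAs rose and 7 fell (median 0.39, or 0.74 under equal sums and 0.75 summed, percentile 99.99), for example PC-3p-46519_401.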

The minimum number of DEM was found in PMA and accumulated to maximum in SCP, consistent with the results of principal component analysis (Figure S2). A total of 142 miRNAs were specific/differentially expressed in the three pollen development stages (*i.e.*, 35, 34 and 73 in PMA, MA and SCP, respectively), which accounted for 82.56% of the DEM, and only four miRNAs (*osa-MIR5083-p5*, *osa-miR6250_R+1*, *osa-miR1320-5p_L-1R+1* and *osa-miR1432-5p_R+1*) were found to be differentially co-up-regulated in all three pollen development stages (Figure 3C; Table S7). 

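Most called miRNAs were called in a single stage: 121 in all, with 27 at PMA, 34 at MA and 60 at SCP. A further 31 were called in 2 stages. osa-MIR5083-p5 and osa-miR1432-5p_R+1 rose in all 3. osa-MIR5083-p5 rose from 131 to 280 at PMA (2.14-fold, 1.68–2.76), from 76.4 to 307 at MA (4.02-fold, 3.14–5.19) and from 53.3 to 388 at SCP (7.29-fold, 5.56–9.69).

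osa-miR6250_R+1 and osa-miR1320-5p_L-1R+1 are not listed for Taichung65-2x, so their folds are bounds. osa-miR6250_R+1 stood in Taichung65-4x at 19.0 at PMA and 18.1 at MA, less than 2-fold over the limit of 10, and rose at SCP at least 11.3-fold. Its bound at MA passes 2-fold under each other scaling, and at PMA under clean reads. osa-miR1320-5p_L-1R+1 stood at 42.1, 19.9 and 22.3, a rise of at least 4.21-fold at PMA and 2.23-fold at SCP. Its bound at MA is 0.99 log2, which passes 2-fold under equal sums, the median ratio and clean reads.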

We summed up the differentially expressed miRNAs in each stage, and 111 miRNAs showed up-regulation and 57 revealed down-regulation in autotetraploid rice (Figure 3D). However, we detected four miRNAs that showed the reverse tendency of regulation in different stages (Figure 3D), including *osa-MIR1871-p5*, *osa-miR1429-5p_R+3*, *osa-MIR2275c-p3* and *osa-miR2275d*, which were down-regulated in PMA but up-regulated in SCP (Table S7).

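Of the 154 called miRNAs, 68 only rose and 78 only fell in Taichung65-4x. The miRNAs that rose were often shared between MA and SCP (10, where chance gives 2.34), among them osa-miR1876, osa-miR812g and osa-MIR5083-p5. MA and SCP shared 8 falls (chance 3.18), among them osa-miR5796, osa-miR5072_L-2_1ss3AG and osa-MIR5820-p5, which miss 2-fold at MA under each other scaling. PMA and SCP shared 6 rises (chance 3.07) and 0 falls (chance 2.12), and PMA and MA 3 rises (chance 1.08) and 2 falls (chance 1.88). Under equal sums 99 only rose and 38 only fell, under the median ratio 86 and 44, and by clean reads 80 and 60.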

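osa-MIR1871-p5 fell at PMA from 13.5 to 2.72 (4.96-fold, 1.06–46.5) and rose at SCP from 9.77 to 19.9 (2.04-fold, 0.968–4.59). osa-miR1429-5p_R+3 fell at PMA from 72.7 to 19.0 (3.82-fold, 2.09–7.45) and rose at SCP from 12.4 to 31.9 (2.56-fold, 1.37–5.10). Besides these and the miR2275 members, 2 predicted miRNAs fell at PMA and rose at SCP and 2 known hairpins did the opposite. PC-3p-1148418_13 went from 10.8 to 2.72 at PMA and from 4.44 to 11.2 at SCP, and PC-3p-162663_115 from 10.8 to 2.72 and from 8.00 to 17.9. osa-miR156l-5p_R-1 went from 4.04 to 10.9 at PMA and from 10.7 to 3.19 at SCP, like osa-MIR167c-p3. In all 8 were called in opposite directions, and 14, 13 and 9 under equal sums, the median ratio and clean reads. PC-3p-1148418_13, PC-3p-162663_115 and osa-miR156l-5p_R-1 were chosen after their values were seen. The difference between stages was not tested, and most of these values lie near the threshold of 10.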

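osa-MIR171i-p3, osa-miR2275c_R-2 and osa-miR166a-3p were among the most abundant miRNAs of each ploidy. osa-MIR171i-p3, from the hairpin of a GRAS regulator, stood at 5736, 7089 and 4987 in Taichung65-2x and 5740, 4286 and 2957 in Taichung65-4x. osa-miR2275c_R-2, of the trigger family of 24 nt phasiRNAs, stood at 5198, 5448 and 6667 and at 4997, 5280 and 5553. osa-miR396e-5p, whose family restrains GRF genes of cell proliferation, rose from MA to SCP in Taichung65-2x from 2093 to 4417 (2.11-fold) and stood at 1200, 1412 and 2280 in Taichung65-4x. osa-miR5792_1ss22AC stood at 3160, 3461 and 1738 and at 2841, 3959 and 2002. Of the miRNAs over 10 in all 6 libraries, 121 are known, 141 are 21 nt and 36 are 24 nt long. Over a threshold of 50, 105 remained in all 6 libraries.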

A total of 223 miRNAs were co-expressed in diploid and autotetraploid rice, some of them, such as *miR159*, *miR166*, *miR396*, *miR2118* and *miR2275* were highly expressed in both types of rice, indicating their conserved and essential roles in pollen development. Moreover, we identified 38 and 57 miRNAs, specifically associated with diploid and autotetraploid rice, respectively. Of these, 21, 7 and 10 miRNAs were expressed in diploid rice at PMA, MA and SCP, while 16, 13 and 28 were expressed during the above mentioned pollen development stages in autotetraploid rice, respectively (Table S8).

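The miRNAs over 10 in 1 of the 6 libraries, when that library was of Taichung65-4x, were mostly 24 nt (40 of the 57, with 4 of 21 nt). osa-miR5082_L-1, of 23 nt, is over 10 at SCP alone. In Taichung65-2x, 12 of the 38 were 24 nt and 19 were 21 nt, and PC-3p-760682_19 at PMA (17.5) is an example. Of them 47 and 23 come from other arms or predicted hairpins. A value of 10 is worth 7.36 reads at PMA-4x and 12.5 reads at SCP-4x.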

We have detected a large number of stage-specific differentially expressed miRNAs from PMA to SCP in autotetraploid rice compared to diploid rice. 

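From PMA to MA, 5 miRNAs rose in both ploidies, where chance gives 1.01, and 24 fell in both, where chance gives 16.5. Another 16 rose and 60 fell in Taichung65-2x alone, and 36 and 92 in Taichung65-4x alone. osa-miR1871 and osa-miR172a rose in both, and osa-MIR397b-p3 fell in both. sbi-miR166a_R+1_1ss17TC rose in Taichung65-2x (from 35.0 to 76.9, 2.20-fold) and stood at 62.5 and 77.0 in Taichung65-4x. osa-miR528-5p fell in Taichung65-4x (2.45-fold, 2.29–2.63), a call that misses 2-fold under each other scaling, and stood at 1058 and 703 in Taichung65-2x. Across miRNAs the changes of the ploidies correlated at 0.33. Under equal sums and the median ratio the balance turns in Taichung65-4x alone, with 67 and 73 rises and 29 and 21 falls. Shared rises then number 12 and 13 and shared falls 7 and 6, and in Taichung65-2x alone 26 and 27 rose and 47 and 44 fell.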

Among the stage-specific DEM, 36 up- and 63 down-regulated stage-specific DEM were detected from PMA to MA in autotetraploid rice compared to diploid, whereas only 5 up- and 12 down-regulated stage-specific DEM were common in the two lines (Figure 2E; Table 1). We detected 49 up- and 16 down-regulated stage-specific DEM that were specifically found in SCP compared to MA in autotetraploid rice, while 19 up- and 55 down-regulated in diploid rice (Figure 2F; Table 1). A total of nine up- and 41 down-regulated stage-specific DEM were found to be common in the two types of rice (Figure 2F; Table 1). Of these co-expressed stage-specific DEM, novel miRNA *PC-5p-11519_1490* showed down-regulation in MA compared to PMA of autotetraploid rice, *osa-miR5511* and *osa-miR5516a* depicted down-regulation in SCP compared to MA in autotetraploid rice (Table S5). These miRNAs were also found to be differentially expressed in autotetraploid rice compared to diploid rice during PMA, SCP and MA (Table S7).

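osa-miR172a, osa-MIR167j-p3 and osa-miR5072_L-2_1ss3AG rose from MA to SCP in both ploidies, the last 3.56-fold (2.98–4.29) in Taichung65-2x and 2.04-fold (1.55–2.71) in Taichung65-4x. osa-MIR171b-p5 and osa-MIR5519-p3 fell in both, to 10.7 and 86.2 in Taichung65-2x and to 17.5 and 49.4 in Taichung65-4x. In all, 7 rose in both (chance 1.31) and 55 fell in both (chance 29.2). Another 22 rose and 77 fell in Taichung65-2x alone, and 29 and 28 in Taichung65-4x alone. The changes of the ploidies correlated at 0.65. Under equal sums and the median ratio the shared falls number 16 and 8. In Taichung65-2x alone 33 and 54 then rose and 50 and 21 fell, and in Taichung65-4x alone 61 and 65 rose and 17 and 17 fell.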

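PC-5p-11519_1490 fell at each step in both ploidies. It went from 152 to 66.5 and 16.9 in Taichung65-2x and from 349 to 69.8 and 16.7 in Taichung65-4x (5.01-fold, 3.87–6.55, then 4.17-fold, 2.54–7.11). At PMA it was 2.29-fold (1.83–2.89) higher in Taichung65-4x, while at MA and SCP the ploidies were level. osa-miR5511 fell from MA to SCP from 127 to 19.5 in Taichung65-2x (6.52-fold, 4.13–10.7) and from 93.3 to 40.7 in Taichung65-4x (2.29-fold, 1.62–3.28), which left it 2.08-fold (1.24–3.60) higher in Taichung65-4x. osa-miR5516a fell at that step from 560 to 128 (4.38-fold) and from 269 to 132 (2.04-fold). In Taichung65-4x the falls of osa-miR5511 and osa-miR5516a at this step miss 2-fold under each other scaling, as does the first fall of PC-5p-11519_1490 in Taichung65-2x.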

### 2.4. Target Prediction of Differentially Expressed miRNAs (DEM) and Functional Classification

Identifying regulatory mRNA targets is essential for illustrating the function of miRNAs. To understand the effect of mRNA targets associated with the genetic variation of pollen development in autotetraploid rice, the predicted targets of 172 DEM were analyzed. Of these, 108 DEM were found with 729 predicted targets (Table S9). We found that the 662 of 729 predicted targets were significantly (*p* ≤ 0.05) categorized into 15 Gene Ontology (GO) terms (Table S10). Among these terms, transport (GO: 0006810) and localization (GO: 0051179) were dominated in the main category of biological processes, and secondary metabolic process (GO: 0019748), signal transduction (GO: 0007165) and catabolic process (GO: 0009056) were also found in biological processes. In the molecular function category, three significant GO terms, including transporter activity (GO: 0005215), lipid binding (GO: 0008289) and receptor activity (GO: 0004872) were identified. Only one term, extracellular region (GO: 0005576) was significant in cellular component category (Table S10).

We found that 111 and 57 miRNAs showed up- and down-regulation in the three stages of pollen development in autotetraploid rice, respectively. Gene Ontology (GO) analysis of the predicted targets of 111 up-regulated DEM showed that they were significantly enriched in transport (GO: 0006810), catabolic process (GO: 0009056), transporter activity (GO: 0005215) and extracellular region (GO: 0005576) (Figure S4). The predicted targets of 57 down-regulated DEM were enriched in multicellular organismal development (GO: 0032501), reproduction (GO: 0000003), signal transduction (GO: 0007165), transcription regulator activity (GO: 0030528) and nucleus (GO: 0005634) (Figure S5).

GO enrichment categories were specifically constructed by the predicted targets of up-regulated DEM in each stage, such as transport (GO: 0006810) and membrane (GO: 0016020) in PMA (Figure S6); response to stimulus (GO: 0050896) and reproduction (GO: 0000003) in MA (Figure S7); and transferase activity (GO: 0016740) and nucleotide binding (GO: 0000166) in SCP (Figure S8). Interestingly, the analysis of the predicted targets of down-regulated DEM revealed the highest number of GO categories in SCP, including multicellular organismal development (GO: 0007275), signal transmission (GO: 0023060), nitrogen compound metabolic process (GO: 0006807), and lipid binding (GO: 0008289) (Figure S9), while nucleotide binding (GO: 0000166) and RNA binding (GO: 0003723) terms were preferentially enriched in PMA and MA, respectively (Figures S10 and S11).

### 2.5. Functional Classification of Meiosis-Related Predicted Targets of Differentially Expressed miRNAs

Meiosis is a key stage of pollen development in autotetraploid rice; hence, we analyzed the DEM at this stage. We compared the target genes that were predicted by the DEM in autotetraploid rice with the reported microarray data for meiosis-related and stage-specific expression in diploid and autotetraploid rice [14,23,24,25,26,27]. Using the predicted targets of the down-regulated miRNAs, we identified one meiosis-specific gene (*i.e.*, *LOC_Os09g39400* gene was predicted by *osa-MIR5486-p3* and annotated as histidine-containing phosphotransferase protein) (Table S11). Three meiosis-related genes were identified in this study, including *LOC_Os10g17489* (predicted by *osa-miR160a-5p_R-1_1ss20CT*), *LOC_Os11g03300* (predicted by *osa-MIR2118l-p5*), and *LOC_Os08g45160* (predicted by *osa-MIR5806-p5*), which encode UDP-glucoronosyltransferase and UDP-glucosyltransferase domain containing protein, NAC domain transcription factor, and TENA/THI-4 family protein, respectively. These meiosis-related genes showed up-regulation in autotetraploid compared to the diploid rice during meiosis [14]. Additionally, two meiosis-related genes, *LOC_Os10g40420* (predicted by *osa-miR5072_L-2_1ss3AG*) annotated as LTPL138-Protease inhibitor/seed storage/LTP family protein precursor and *LOC_Os07g22930* (predicted by *osa-miR160a-5p_R-1_1ss20CT*) that encodes starch synthase were also found in this study, which exhibited differential expression patterns in diploid rice during meiosis [24] (Table S11). Of the predicted targets of up-regulated miRNA during meiosis, we identified four genes, including *LOC_Os01g64100* (predicted by *osa-miR1320-5p_L-1R+1*) encoded glycosyl hydrolase, *LOC_Os11g02400* (predicted by *osa-miR5788*) annotated as LTPL8-Protease inhibitor/seed storage/LTP family protein precursor, *LOC_Os12g02330* (predicted by *osa-miR5788*) documented as LTPL13-Protease inhibitor/seed storage/LTP family protein precursor, and *LOC_Os08g39000* (predicted by *osa-MIR6250-p5*) annotated as expressed protein; and these four predicted target genes were up-regulated in autotetraploid compared to diploid rice [14] (Table S11). Moreover, *osa-MIR2122-p3_1ss19GT* targeted *LOC_Os05g33390* (cation-transporting ATPase, annotated as the MALE GAMETOGENESIS IMPAIRED ANTHERS gene in *Arabidopsis thaliana* [28]) and *LOC_Os04g58960* (regulator of chromosome condensation) associated with the meiosis and involved in pollen development in rice, was specifically up-regulated in MA (Table S9A).

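osa-MIR2122-p3_1ss19GT rose at MA from 3.77 in Taichung65-2x to 10.9 in Taichung65-4x. The fold is 2.88, with a counting interval of 0.873 to 12.3, since few reads stand behind either value. At PMA the levels were 12.1 and 12.2, and at SCP 4.44 and 4.78. With a threshold of 20 it is not tested.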

We identified 92 genes with known/proposed meiotic functions (Table S12) based on the putative meiosis-related genes detected by recent transcriptome analyses in rice and *Arabidopsis* [23,25,29,30]. Then we performed the protein–protein interactions of the important targets (detected at MA division) and 92 meiosis-related genes by using STRING v10. 

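Among the miRNAs of Table 2, falls at MA were many. osa-MIR5806-p5 fell from 34.9 to 13.6 (2.57-fold, 1.38–5.04) and PC-3p-120829_194 from 34.9 to 11.8 (2.96-fold, 1.54–6.08). osa-MIR5518-p3 fell from 462 to 217 (2.13-fold, 1.82–2.49), osa-MIR5491-p5 from 48.1 to 22.6 (2.13-fold, 1.29–3.58) and osa-MIR5486-p3 from 57.6 to 27.2 (2.12-fold, 1.35–3.40), the last also at SCP (2.41-fold, 1.46–4.09). The auxin-related osa-miR160a-5p_R-1_1ss20CT fell from 58.2 to 27.7 (2.11-fold) and osa-miR167a-3p_L+1R-1 from 84.0 to 41.7 at MA (2.02-fold, 1.40–2.94) and from 119 to 53.4 at SCP (2.23-fold, 1.65–3.03).

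PC-3p-403976_40 (15.4), osa-MIR6250-p5 (13.6) and PC-3p-550716_26 (11.3) are listed for Taichung65-4x alone, less than 2-fold over the limit of 10 at MA. osa-MIR5806-p5 and PC-3p-120829_194 stay lower at MA under each scaling. osa-MIR5518-p3, osa-MIR5491-p5, osa-MIR5486-p3, osa-miR160a-5p_R-1_1ss20CT and osa-miR167a-3p_L+1R-1 miss 2-fold at MA under each. At SCP the falls of osa-MIR5486-p3 and osa-miR167a-3p_L+1R-1 miss it under equal sums, and the latter under the median ratio too.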

We identified 16 DEM that were associated with the meiosis (Figure 4; Table 2). Among the meiosis-related genes, HTA3, ATM, RAD50, CDC45, CRC1 and OsRPA1A were associated with the targets of up-DEM in MA stage, and constructed a meiosis-related gene-interaction network (Figure 4A). Three predicted targets of *osa-MIR6250-p5*, including *LOC_Os03g63240* (disease resistance protein), *LOC_Os01g22500* (craniofacial development protein 1) and *LOC_Os08g39000* (expressed protein), were associated with three meiosis-related genes (*i.e.*, ATM, HTA3 and OsAM1), respectively (Table 2). *LOC_Os05g07210* (predicted by *osa-miR1432-5p_R+1*) and *LOC_Os05g39540* (predicted by *osa-miR5788*) annotated as metal cation transporter, and showed interaction with RAD50 (Table 2). Additionally, *osa-miR5788* showed the interaction with four meiosis-related genes that were specifically up-regulated in MA of Taichung65-4x, and one of its targets, *LOC_Os03g23935* (*WD* domain, G-β repeat domain containing protein), showed interaction with *LOC_Os02g40450* (OsMER3) (Table 2). 

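osa-miR5788 rose at MA from 27.4 to 55.3 (2.02-fold, 1.28–3.26). It stood at 24.2 and 28.5 at PMA and at 50.2 and 63.0 at SCP. With a pseudocount of 1 or 10 the rise at MA misses 2-fold. No test was made of whether the change at MA differs from that at the other stages.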

Novel miRNA, *osa-MIR2122-p3_1ss19GT* targeted of *LOC_Os01g72390* (NBS type disease resistance protein) that related to *LOC_Os01g01689* (ATM), and *PC-3p-403976_40* targeted of *LOC_Os07g28090* (ABC transporter, ATP-binding protein) that related to *LOC_Os02g53680* (OsRPA1A) were also up-regulated in MA (Table 2).

Furthermore, some miRNAs played key roles during meiotic division by generating phasiRNAs [31,32], such as *miR2118* and *miR2275* that required for biogenesis of phasiRNAs*.* The expression patterns of *miR2118* and *miR2275* families from PMA to SCP were almost the same between Taichung65-4x and Taichung65-2x, but with some variations in the members of these families (Figure 5). 

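miR2118 triggers 21 nt phasiRNAs before meiosis in rice and maize, and miR2275 triggers 24 nt phasiRNAs during it. In Taichung65-2x, 15 of 31 miR2118 members fell from PMA to MA (median −0.98; −0.70, −0.65 and −0.61 under equal sums, the median ratio and clean reads) and 26 of 30 from MA to SCP (median −1.59; −1.12, −0.76 and −0.72). In Taichung65-4x, 13 of 30 (median −0.96; −0.38, −0.29 and −0.36) and 15 of 29 (median −1.02; −0.51, −0.37 and −0.42) fell. The miR2118 share of the listed signal went from 25.6% to 12.9% and 5.99% in Taichung65-2x and from 19.6% to 13.9% and 10.4% in Taichung65-4x. Of 11 miR2275 members, 6 fell from PMA to MA in Taichung65-2x (median −1.20; −0.92, −0.87 and −0.82 scaled, −0.39 summed) and 4 in Taichung65-4x (median −0.82; −0.23, −0.15 and −0.22 scaled, −0.35 summed, −0.11 for members over 50; percentile 41.2 of random lists). The miR2275 share was 14.8%, 13.7% and 16.2% in Taichung65-2x and 12.5%, 14.5% and 17.8% in Taichung65-4x.

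Between the ploidies, 3 of 31 miR2118 members fell at PMA (median −0.30, percentile 0.07), 4 of 30 at MA (median −0.37), and 2 fell and 1 rose of 29 at SCP (median 0.11, 0.46 under equal sums, 0.47 for the summed values). Of the miR2275 members, 3 of 12 fell at PMA (median −0.43, −0.87 for members over 50, percentile 0.50), 0 of 8 were called at MA (median −0.09) and 2 of 8 rose at SCP (median 0.61, but −0.19 for the summed values, which flips under equal sums). Under the other scalings the MA median of miR2118 shrinks to −0.07, −0.02 and −0.06, and that of miR2275 flips to 0.21, 0.27 and 0.22. From MA to SCP the miR2275 median is −0.80 in Taichung65-2x, which flips to 0.03 under the median ratio and 0.07 by clean reads, and −0.30 in Taichung65-4x, which flips under each (0.21, 0.35 and 0.30). The paper describes the course of both families as nearly alike in the ploidies, with variation among their members.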

Eight miRNAs of *miR2118* family were differentially expressed and preferentially down-regulated in pollen development stages. Three of them, *osa-MIR2118l-p5*, *osa-MIR2118m-p5* and *osa-MIR2118o-p5*, were specifically down-regulated in MA. 

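At MA osa-MIR2118l-p5 fell from 85.9 to 28.1 (3.06-fold, 2.01–4.76), osa-MIR2118m-p5 from 61.0 to 23.3 (2.62-fold) and osa-MIR2118o-p5 from 91.5 to 42.6 (2.15-fold, 1.50–3.11). All come from the arm opposite the mature miR2118. At PMA osa-miR2118a fell from 668 to 309 (2.16-fold) and osa-miR2118c from 2393 to 1126 (2.13-fold). osa-MIR2118a-p5 fell from 41.1 to 20.4 at PMA (2.02-fold) and from 12.7 to 4.98 at MA (2.56-fold). At SCP osa-MIR2118k-p5 fell from 86.2 to 39.1 (2.21-fold, 1.55–3.18), while osa-miR2118e rose from 299 to 618 (2.07-fold).

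osa-MIR2118o-p5 misses 2-fold under each scaling, and osa-MIR2118k-p5 under equal sums and the median ratio. osa-MIR2118a-p5 misses it under the median ratio at both stages and by clean reads at PMA, and osa-miR2118c by clean reads. The values of osa-miR2118a, osa-miR2118c, osa-miR2118e, osa-MIR2118a-p5 and osa-MIR2118m-p5 are not whole reads, as where near-identical loci share reads.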

Four members of the *miR2275* family also exhibited differential expression patterns in Taichung65-4x. 

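osa-miR2275d went from 2417, 687 and 362 in Taichung65-2x to 1113, 1106 and 1546 in Taichung65-4x at PMA, MA and SCP. It fell 2.17-fold (2.00–2.36) at PMA and rose 4.27-fold at SCP. osa-MIR2275c-p3 went from 232, 75.0 and 24.4 to 92.4, 122 and 108, a fall of 2.51-fold (1.88–3.37) and then a rise of 4.44-fold. zma-miR2275b-3p_1ss22AG fell at PMA from 1712 to 801 (2.14-fold) and stood at 454 and 851 at SCP. At MA their log2 ratios were 0.69, 0.70 and 0.33, under the call threshold, though osa-MIR2275c-p3 passes it under each other scaling and osa-miR2275d under the median ratio and clean reads. At SCP zma-miR2275b-3p_1ss22AG passes it under equal sums and the median ratio.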

Interestingly, these miRNAs showed similar expression levels in MA, but significantly down-regulated in PMA (Table 3).

### 2.6. Functional Classification of Pre-Meiotic Interphase (PMA) and Single Microspore Stage (SCP) Stage-Specific Targets Regulated by Differentially Expressed miRNAs

Pre-meiotic interphase (PMA) is an important step for meiosis initiation, and many genes expressed during this stage. Consequently, the target genes predicted by differentially expressed miRNAs in autotetraploid rice were compared with the previously reported microarray data for pre-meiosis-related and stage-specific expression in diploid and autotetraploid rice during PMA [14,23,24]. Of the 27 up-regulated miRNAs in PMA, 22 predicted target genes were associated with PMA-related and stage-specific expression patterns (Table S11). One gene, *LOC_Os01g43870* (predicted by *PC-5p-431255_40*), encoded NLI interacting factor-like phosphatase, was found in this study, which showed down-regulation in PMA of autotetraploid compared to diploid rice in a previous study [14]. Eight predicted target genes were up-regulated in the same stage of autotetraploid than did in the diploid rice [14]. Another 18 genes were found to be up-regulated during the same stage in diploid rice [24]. Of the 19 down-regulated miRNAs in PMA, only one gene, *LOC_Os05g34220* (predicted by *osa-miR2118c*) was annotated as vrga1 and necessary for PMA in diploid rice, was specifically expressed in PMA (Table S11). In addition, *PC-5p-431255_40* was predicted to target the *LOC_Os02g07180* (JASON), *LOC_Os03g50220* and *LOC_Os06g51220* gene encoding an expressed protein, homologous-pairing protein and HMG1/2 (HIGH MOBILITY GROUP), which was specifically up-regulated in autotetraploid rice during PMA (Table S9A). These three genes were involved in male meiosis II [33], chiasma assembly [34] and chromatin assembly or disassembly [35] in *Arabidopsis*. 

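PC-5p-431255_40 is listed for Taichung65-4x alone, at 10.9 at PMA, 1.81 at MA and 0.797 at SCP. Its PMA value lies just over the limit of 10 that stands for Taichung65-2x, so no change is called (bound 0.12 log2). If its absence from the Taichung65-2x table is read as no reads, it is called higher at PMA.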

Here, *osa-MIR167c-p3* targeted *LOC_Os05g31230* gene that encodes *N*-acetyltransferase, a homolog of the yeast CTF protein [36] that required for the formation of sister chromatid cohesion, which was also specifically up-regulated in autotetraploid rice during PMA (Table S9A).

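osa-MIR167c-p3 rose at PMA from 6.73 to 25.8 (3.83-fold, 1.38–13.1) and fell at SCP from 14.2 to 4.78 (2.97-fold, 1.10–9.27). At MA it stood at 19.8 and 9.97, and no change was called. The fall stays under each scaling, but both calls rest on few reads.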

Single microspore stage (SCP) development from meiosis owns to haploid chromosome, from which pollen development involves a highly coordinated series of cellular events; therefore, transcriptome is different from the somatic cells. We analyzed the DEM at this stage, and compared the target genes predicted by the DEM in autotetraploid rice with the previously known microarray data for diploid and autotetraploid SCP-related and stage-specific expression patterns [14,24]. Among 75 up-regulated miRNAs in SCP, 25 predicted target genes displayed stage-specific expression patterns. Of these 25 genes, *LOC_Os01g64100* (predicted by *osa-miR1320-5p_L-1R+1*) and *LOC_Os01g57610* (predicted by *osa-miR1436_L+3_1ss5CT*) exhibited up-regulation in SCP of autotetraploid compared to diploid rice [14]. 

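osa-miR1436_L+3_1ss5CT rose at SCP from 7.55 to 16.3 (2.16-fold), and stood at 10.8 and 10.9 at PMA and 13.2 and 19.9 at MA. With a threshold of 20 it is not tested.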

Six predicted target genes of down-regulated miRNAs exhibited SCP-specific expression, and five of them were found to be up-regulated in SCP of diploid rice [24], and *LOC_Os01g03330* gene (predicted by *PC-5p-72318_316*) was up-regulated in SCP of autotetraploid compared to diploid rice [14] (Table S11).

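PC-5p-72318_316 fell at SCP from 31.1 to 8.77 (3.54-fold, 1.76–7.74). It stood at 59.2 and 65.2 at PMA and at 37.7 and 20.8 at MA, with no call there. The fall at SCP stays under each scaling.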

### 2.7. Correlation between miRNAs and Their Target Genes

To validate the correlations between DEM identified by Illumina sequencing and their potential targets predicted by Targetfinder (MIT, Cambridge, MA, USA), five DEM and their corresponding target genes were taken during different pollen development stages in Taichung65-2x and Taichung65-4x, and examined by qRT-PCR (Figure S12). *osa-miR159a.1* targeted a *MYB* transcription factor family (*LOC_Os01g59660*), *osa-miR5514* and *osa-MIR5083-p3* targeted *LOC_Os01g49490* and *LOC_Os05g05440* gene, respectively. *osa-miR528-5p* targeted a *F-box* domain and *LRR* containing protein (*LOC_Os06g06050*) and *osa-miR1432-5p_R+1* targeted a metal cation transporter (*LOC_Os05g07210*). The expression patterns of DEM by qRT-PCR were nearly similar to the sequencing data during pollen development. The expression levels of three miRNAs were found to be negatively correlated with their target genes in Taichung65-2x compared to Taichung65-4x rice during SCP (Figure S12). 

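osa-miR1432-5p_R+1, whose family is linked to calcium signalling, rose at PMA from 5.39 to 196 (36.3-fold, 13.9–135), at MA from 3.77 to 164 (43.4-fold, 16.7–161) and at SCP to 215 (3.10-fold, 2.40–4.04). The Taichung65-2x levels before SCP amount to 4 reads each. osa-miR528-5p, a monocot miRNA that targets copper proteins such as ascorbate oxidase, rose at PMA from 1058 to 2825 (2.67-fold, 2.46–2.90) and at SCP from 486 to 1071 (2.20-fold, 1.99–2.44). At MA it stood at 703 and 1152, a rise that passes 2-fold under each other scaling. Copper and lignin miRNAs as a list had a median of 0.71 at MA (5 members, none called; 1.01, 1.07 and 1.02 under the other scalings) and 1.03 at SCP (4 members, 2 rose).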

In our study, *osa-miR528-5p* was up-regulated in PMA and SCP, while *osa-miR1432-5p_R+1* showed up-regulation during three pollen development stages in Taichung65-4x. However, *osa-miR528-5p* and *osa-miR1432-5p_R+1* showed negative correlation with their predicted targets in SCP. Different expression levels in Taichung65-4x may be due to the gene dosage effect of polyploidization.

### 2.8. Differentially Expressed siRNAs in the Autopolyploid Pollen Associated with Transposable Elements

Small RNAs regulates gene expression and directed DNA methylation [37]. The 24 nt siRNA abundance associated with CHG and CHH hypermethylation of class II transposable elements (TEs) inhibited the expression of related genes in autotetraploid rice [38]. Based on the method described by Zhang *et al.* [38], we identified a total of 1096 siRNAs associated with the transposable elements (Table S13); 21 to 24 nt sRNAs constituted the major portion of siRNAs population (Table S14). We focused on the 24 nt siRNAs (TEs) to investigate the relationship with DNA methylation in autotetraploid compared to diploid rice. We found five types of class I (retrotransposons) and five types of class II (transposon) in 24 nt siRNAs population; Ty3-gypsy and unclassified type with the number of 72 and 171 mainly related to class I (retrotransposons), whereas En/Spm and unclassified type with 84 and 38 in class II (transposon), respectively (Table S15). Thus, we mainly focused on these four main types of siRNAs. Compared to the diploid rice, 24 nt siRNA associated with transposable elements were more abundant during the pollen development in Taichung65-4x, except the PMA stage; very similar changes were detected in class I and class II (Figure 6). The siRNAs with lower expression levels, TEs associated, were found in PMA of polyploid than diploid rice. However, this tendency was reversed during MA and maintained in SCP of polyploid rice (Figure 6). In addition, the expression levels of TEs-associated siRNAs displayed remarkable changes in diploid rice, which gradually declined during the pollen development (Figure 6; Table S16). However, we found irregular changes in the expression levels of siRNAs during the pollen development in polyploid rice, and class I and class II of TEs were enriched in MA compared to PMA in polyploid rice (Figure 6; Table S16).

Furthermore, we compared the predicted targets of differentially expressed miRNAs detected in our study to Zhang *et al.* [38], and the results revealed that three targets associated with the DNA methylation activity, including *LOC_Os01g25450* (predicted by *mes-miR2275*, the down-regulated DEM in PMA), *LOC_Os10g26430* (predicted by *osa-miR5796*, the down-regulated DEM in MA and SCP) and *LOC_Os05g49930* (predicted by *bdi-miR5054_L+2*, the down-regulated DEM in SCP), were annotated as AIG1 family protein, agenet domain-containing protein and GRAS family transcription factor domain-containing protein, respectively (Table S17).

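mes-miR2275 is listed for Taichung65-2x alone, at 17.5 at PMA, 7.55 at MA and 2.67 at SCP. Against the limit of 10 its PMA bound is −0.81 log2, so no fall is called unless the absence from the Taichung65-4x table is read as no reads or the fold needed is set at 1.5. osa-miR5796, at 1880 and 2302 in the PMA libraries, and bdi-miR5054_L+2, at 75.4 and 58.4, were not called before MA. bdi-miR5054_L+2 stood at 108 and 58.0 at MA, again without a call.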

## 3. Discussion

### 3.1. Polyploidy Cause Changes in miRNA Expression Profiles during Pollen Development of Autotetraploid Rice

As negative regulators, miRNAs targets involved in signal transduction, carbohydrate and nitrogen metabolism and hormone homeostasis, indicating that miRNAs play important roles in regulating pollen development in plants [39,40,41] and rice grain filling [42,43]. For example, *miR156/7* targets *SPL* genes required for male fertility in *Arabidopsis* [44]. The *miR159* regulated the *GAMYB-*like targets (*MYB33* and *MYB65*) during *Arabidopsis* anther development [45]. The *miR167* controlled the expression patterns of *ARF6* and *ARF8* in *Arabidopsis* and regulate both male and female reproduction [46]. A recent study on miRNAome analysis of developing rice pollen from the uninucleate microspores (UNM) to tricellular pollen stages (TCP) revealed 202 known miRNAs in developing pollen, many (103) were pollen enriched, such as *osa-miR164a/b/f* and *d*, *osa-miR169e* and *n/o*, *osa-miR171a*, *osa-miR396a/b*, *osa-miR399h* and *osa-miR1881*, and more than half of 75 novel miRNAs were expressed in developing pollen [22]. Epigenetic regulation of chromatin assembly and disassembly might be controlled by the pollen development through over-expression of *osa-miR820* and *osa-miR827*, targeted *Os03g02010* (DNA cytosine methyl transferase) and *Os04g11510* (a methyl-CpG binding domain protein), respectively. Here, we detected significant differences in the abundance of miRNAs during the pollen development stages between autotetraploid and diploid rice; large numbers of specifically up- and down-regulated miRNAs were also found in the same adjacent stages between Taichung65-2x and Taichung65-4x, it may happen due to the effect of polyploidization. Additionally, a total of 223 miRNAs co-expressed in diploid and autotetraploid rice, while only 57 and 38 miRNAs were specifically expressed in autotetraploid and diploid rice, respectively. Autotetraploid rice inherited many miRNAs from the diploid rice; however, some were lost or generated after polyploidization. This phenomenon was also observed in other plants [47] and illustrated as the conserved miRNAs maintained genomic stability and the transcriptionally altered miRNAs might fulfill the need of polyploidy, such as the regulation of pollen fertility.

Furthermore, about 40% miRNAs (60 known miRNAs and 112 novel miRNAs) displayed different levels of expression during pollen development stages in autotetraploid and diploid rice. DEM were specifically found during each pollen development stage, suggesting a strong influence of miRNAs on their predicted target genes associated with the regulatory network of pollen development, and most probably resulted in the sterile pollen after the polyploidization. Autotetraploid rice has doubled genomes, more miRNAs should be observed and the expression levels should be increased two-fold compared with diploid rice. However, the expression patterns of miRNAs were not simplified between autotetraploid and diploid rice, some displayed over-expression while some showed down-regulation in autotetraploid rice than did in the diploid rice, as similar behavior was found during the miRNAome analysis in tetraploid *Paulownia tomentosa* [48]. 

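Ratios between the ploidies spread both ways, with quartiles of −0.33 and 0.37 log2 at PMA, −0.60 and 0.24 at MA and −0.64 and 0.52 at SCP. Within 0.2 log2 of a 2-fold rise lay 24 of 397 miRNAs at PMA (6.05%), 16 of 380 at MA (4.21%) and 34 of 382 at SCP (8.90%). osa-miR2118d, at 7447 and 8137 at PMA, and osa-miR2275c_R-2 are abundant examples near equality, while osa-miR159a.1 stood at 1589 and 2790 there. The authors' factor for each library sets the centre of these ratios, so a doubling of all miRNAs with the genome could not show here. The paper reasons from rises and falls side by side that miRNA expression does not follow ploidy in a simple way.

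**Figure D3:**
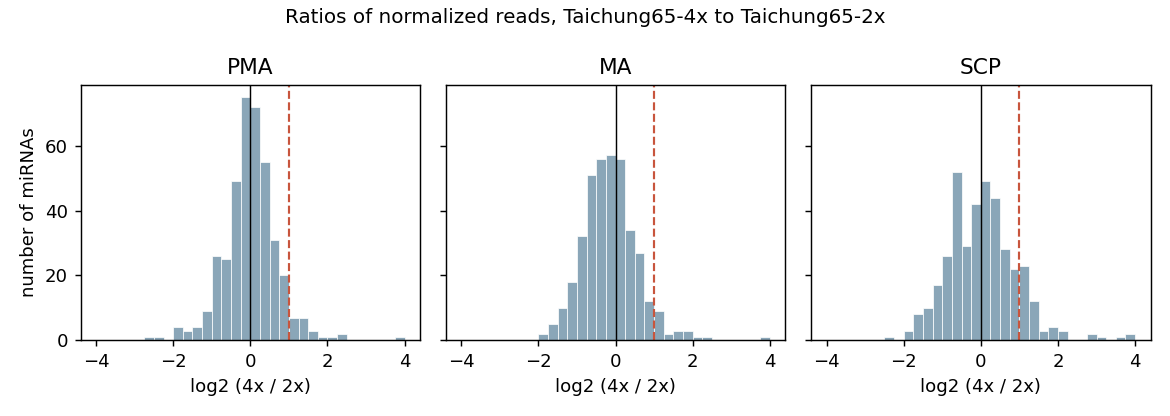
Histograms of the log2 ratio of Taichung65-4x to Taichung65-2x (horizontal axis) with the number of miRNAs (vertical axis) at PMA, MA and SCP. Ratios beyond 4 either way are in the end bins, and the dashed line marks a 2-fold rise. Medians are 0.00, −0.18 and 0.02.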

Ha *et al.* [49] demonstrated that miRNAs expression levels are highly variable between the allotetraploids and their diploid counterpart (*Arabidopsis thaliana* and *Arabidopsis arenosa*), leading to the variations in gene expression, growth, and adaptation. Our data also suggest that miRNA regulation is more complex in autotetraploids than diploids.

GO analysis of the predicted targets of detected miRNAs in Taichung65-4x showed significant GO terms enriched in three stages, whereas some significant GO terms were detected only in one stage (Table S18). Our results showed that transcription factor activity was commonly enriched in three stages of Taichung65-4x. Similar phenomenon was found in the microarray analysis [14], indicating the importance of the transcription factor activity genes in developing pollens of autotetraploid rice. DEM predicted targets showed significant GO terms associated with the transport, transporter activity, signal and other growth and development processes. Among the DEM predicted targets, the predicted targets of up-regulated miRNAs were different from the down-regulated miRNAs. These results demonstrated that the differential expressions of miRNAs may be closely related to the pollen fertility of autotetraploid and diploid rice. In addition, a large number of targets involved in vegetative organ elongation and cell wall thickening were also found in our study. Recently, we have reported the larger PMC and the longer anther in autotetraploid than diploid rice [14], implying that the above mentioned genes have close relationship with cell wall structures of polyploidy.

### 3.2. Specific miRNA Expression Patterns May Cause Meiosis Abnormalities in Autotetraploid Rice

The 21- and 24-nucleotide phasiRNAs were generated by the target sites of *miR2118* and *miR2275*, recognized as a class of panicle-specific siRNAs [31,32]. Recently, rice Argonaute MEL1 selectively binds 21-nt phasiRNAs generated by *miR2118*, and the *mel1* mutants have abnormal cytoplasm and aberrant PMCs that halt in early meiosis, suggesting that MEL1-phasiRNAs play important role in male fertility [31,50]. In addition, *miR2118* family members were abundant at cell fate specification, and then vanished at cell differentiation of *maize* anther [32]. Similarly, our study also showed that *miR2118* was abundant in pre-meiotic and then gradually decreased during other stages of pollen development. MEL1 (*Os03g0800200*) was significantly up-regulated in Taichuang65-4x [14], closely related to the differential expressions of *miR2118*. Furthermore, the *miR2275* and meiotic-phasiRNAs accumulate preferentially in tapetum and meiocytes to perform their functions [32]. Lower accumulation of *miR2275* may cause developmental defects by disrupting the stamen in *osdcl4-1* [51]. In our study, the members of *miR2275* showed similar variation patterns in diploid rice, while some members displayed contrasting patterns from PMA to SCP, especially in meiosis of autotetraploid that probably give rise to unbalanced regulation of 24-phasiRNAs. These findings were associated with the higher frequency of cytological abnormalities in autotetraploid rice, and we inferred that differential expressions of *miR2118* and *miR2275* families were associated with meiotic abnormalities in autotetraploid rice.

By the protein–protein interaction analysis, we identified 16 meiosis-related miRNAs whose targets showed interaction with meiosis-related genes. One of predicted target, *PC-3p-403976_40*, was related to Replication Protein A (RPA1a). *OsRPA1a* is required for meiosis, the *osrpa1a* mutants were sterile at the reproductive stage and no embryo sac was found in female meiocytes, and defragmented chromosome were observed in male meiocytes after anaphase I [52]. *OsMER3* is necessary for normal meiotic crossing over, and null mutation of MER3 cause complete sterility in rice [53]; *OsMER3* was associated with a target predicted by *osa-miR5788* in our study. HTA3, ATM and RAD50 associated with each other in the protein interaction network. ATM gene, a chromosome instability disorder in *Arabidopsis*, might be involved in the telomerase-independent pathway called as alternative lengthening of telomeres [54,55]; target of *osa-MIR2122-p3_1ss19GT* was related to ATM. ATM contributed to the formation of phosphorylated H2AX (γ-H2AX) [56], which is a meiosis-specific isoform of histone H2A (The histone H2A protein encoded by HTA3). Phosphorylated H2AX accumulated at sites of DNA damage when DNA double-strand breaks (DSBs) happened. Targets predicted by *osa-MIR6250-p5* were related to both HTA3 and ATM. Moreover, RAD50 (DNA repair-recombination protein), a component of Mre11/Rad50/Xrs2 (MRX) complex, is essential for meiosis [57,58]. The down-regulation of RAD50 was observed in polyploid rice hybrids during meiosis [15]; the targets predicted by *osa-miR1432-5p_R+1* and *osa-miR5788* were associated with RAD50 in our study. We speculated that these miRNAs (especially the up-regulated miRNAs) might be involved in the interaction network of meiosis-related genes and accompanied with the abnormal regulation of autotetraploid rice, particularly in meiosis.

*osa-miR1432-5p* predicted to target the genes of metal cation transporter (*LOC_Os05g07210*), calcium-transporting ATPase (*LOC_Os04g51610*) and *EF-hand* family (*LOC_Os03g59790*, *LOC_Os03g59870*, *LOC_Os03g59770*), and was found to be up-regulated in the early uninucleate stage of developing pollens of MxA (sterile line) which impair the Ca^2+^-mediated signaling pathway during the rice anther development [59]. In our study, *osa-miR1432-5p_R+1* was significantly up-regulated in autotetraploid rice from PMA to SCP and confirmed by the qRT-PCR, and showed the negative correlation with the target genes in SCP. These results displayed that over expression of *osa-miR1432* might interrupt the Ca^2+^ balance in the PMC and played the crucial roles in autotetraploid rice, so we speculated that this miRNA influence tetraploid pollen viability. Another important miRNA, *osa-miR528*, might be involved in the pollen sterility by targeting the F-box proteins, was also reported by Yan *et al.* [59]. Notably, a negative tendency was observed in SCP between the levels of *osa-miR528-5p* and its target *LOC_Os06g06050* (*F-box* protein) in Taichung65-4x and Taichung65-2x. Further, we also found another miRNA, *osa-miR172d-5p_R+1*, which targeted the *LOC_Os06g06050*. In the present study, *osa-miR172d-5p_R+1* and *osa-miR528-5p* were abundantly expressed in diploid and autotetraploid rice, respectively. 

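osa-miR172d-5p_R+1, of the family that targets AP2-like genes, stood at 20.2, 43.4 and 82.6 in Taichung65-2x, with a rise called from PMA to MA (2.15-fold, 1.18–4.14). In Taichung65-4x it stood at 13.6, 25.4 and 29.5, with neither step called as deposited, and at SCP it was 2.80-fold (1.89–4.22) lower than in Taichung65-2x. Another family member, osa-miR172a, rose at each step in both ploidies, from 17.5 to 45.8 and 145 in Taichung65-2x and from 12.2 to 29.0 and 89.1 in Taichung65-4x. Even at SCP, osa-miR528-5p stood well above osa-miR172d-5p_R+1 in each ploidy. Under each other scaling osa-miR172d-5p_R+1 also passes 2-fold from MA to SCP in Taichung65-2x and from PMA to MA in Taichung65-4x. The fall of osa-miR528-5p from PMA to MA in Taichung65-4x misses 2-fold under each other scaling.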

The expression of *osa-miR172d-5p_R+1* showed the rising trends gradually from PMA to SCP, while *osa-miR528-5p* showed the contrary trends over the same period. We speculated that *osa-miR528-5p* was dominant in the early stage and then taken over by *osa-miR172d-5p_R+1* in the later period, which silenced the expression of target genes, and finally resulted in abnormal pollen development in autotetraploid rice. However, the relationship between *osa-miR528* and *osa-miR172d-5p_R+1* during the rice reproductive development had not been reported, and this required further study.

### 3.3. Abundance of siRNAs Associated with Transposable Elements May Cause Meiosis Abnormalities in Autotetraploid Rice

Small RNAs are known to be a key component of a signaling network that mediated through DNA methylation and histone modifications [37,60,61,62,63]. Previous study has shown that variation in DNA methylation and activity of class II transposable elements (TEs) play crucial role in the polyploidization of rice to adapt the whole-genome duplication (WGD) [38]. In our study, we abundantly found 24 nt siRNAs associated with both of class I and class II transposable elements, especially Ty3-gypsy in class I and En/Spm type in Class II, in autotetraploid rice during pollen development. Significant decline in 24 nt siRNA TEs associated with developing pollen of diploid rice reflected the activation of gene expression throughout the pollen development and resulted in high seed set. However, 24 nt siRNA maintained its abundance during pollen development in polyploid rice and cause remarkable changes in meiosis compared to diploid rice, suggesting that significant variations during meiosis have a strong influence on the pollen development in polyploid rice. These results are consistent with the previous study, which also found that high chromosomal abnormalities were associated with the altered expression profiles of meiosis related genes in autotetraploid rice [14]. Some 24 nt miRNAs can lead to cytosine DNA methylation at their own loci and target genes, and lead to silencing of gene transcription [64]. *LOC_Os10g26430* has hypermethylation of CHG, not only surrounded by DMRs in its flanking 4-kb regions but also in the gene bodies of autotetraploid rice compared with diploid rice [38]. In our study, we found three DEM, especially *osa-miR5796* that was down-regulated in MA and SCP of Taichung65-4x and predicted a *LOC_Os10g26430* gene, may be associated with the DNA methylation and transposon activity in polyploidization of rice. Taken together, our findings suggest that abundance of siRNAs associated with the transposable elements that involved in DNA methylation in autotetraploid rice, probably influenced the autotetraploid pollen fertility during meiosis.

## 4. Experimental Section

### 4.1. Rice Materials

Autotetraploid rice, Taichung65-4x, and its diploid counterpart, Taichung65-2x, were used in the present study. Taichung65-2x was treated with colchicine to develop Taichung65-4x and self-crossed for more than 22 generations in our lab [14]. They were planted at the experimental site of South China Agricultural University (SCAU) under field conditions. Anthers during three stages of pollen development, including pre-meiotic interphase (PMA), meiosis (MA) and single microspore stage (SCP), were collected from Taichung65-4x and Taichung65-2x as described previously [14]. All samples were stored at −80 °C for RNA extraction.

### 4.2. Small RNA Library Construction, Sequencing and Data Processing

Total RNA was isolated from the anthers using Trizol reagent (Invitrogen, Carlsbad, CA, USA) following the manufacturer’s protocol. The total RNA purity and quantity were analyzed by RNA 6000 Nano LabChip Kit (Agilent, Palo Alto, CA, USA) and Bioanalyzer 2100 with RIN number >7.0. About 1 µg of RNA was used to construct small RNA library according to the protocol of Illumina’s TruSeq small RNA sample preparation Kits (San Diego, CA, USA). Then we executed the single-end sequencing (36 bp) on an Illumina Hiseq2500 at the LC-BIO (Hangzhou, China) according to the manufacturer’s protocol.

After the Illumina sequencing, the raw reads were exposed to the Illumina pipeline filter (Solexa 0.3). To remove common RNA families (tRNA, rRNA, snRNA, snoRNA), adapter dimers, low complexity, junk and repeats, the data were further processed with an in-house program, ACGT101-miR (LC Sciences, Houston, TX, USA) [65]. Consequently, the 18–25 nt length unique sequences were BLASTed to rice precursors in miRBase 20.0 [66] to detect known miRNAs. One mismatch inside of the sequence and length variation at both 3′ and 5′ ends were allowed in the alignment. The unique sequences were mapped to rice mature miRNAs in hairpin arms recognized as known miRNAs, and mapped to the other arm of known rice precursor hairpin opposite to the annotated mature miRNA-containing arm considered to be novel 5p- or 3p-derived miRNAs. The remaining sequences were mapped to other plant species in miRBase 20.0 by BLAST search, and the mapped pre-miRNAs were further BLASTed against the rice genomes [67] to identify their genomic positions. The aforementioned miRNAs were considered as known miRNAs. To identify the novel predicted miRNAs, the unmapped sequences were BLASTed against the rice genome database, and the hairpin RNA structures comprising sequences were predicated by using RNAfold software [68].

Data normalization followed the procedures as described in a previous study [69] with minor modification. (1) Find a common set of sequences among all samples; (2) Construct a reference data set. Each data in the reference set is the copy number median value of a corresponding common sequence of all samples; (3) Perform 2-based logarithm transformation on copy numbers (Log_2_ (copy#)) of all samples and reference data set; (4) Calculate the Log_2_ (copy#) difference (ΔLog_2_ (copy#)) between individual sample and the reference data set; (5) Form a subset of sequences by selecting |ΔLog_2_ (copy#)| < 2, which means less than 4 (2^2^) fold change from the reference set; (6) Perform linear regressions between individual samples and the reference set on the subset sequences to derive linear equations *y* = a*_i_x* + b*_i_*, where a*_i_* and b*_i_* are the slop and interception, respectively, of the derived line, *x* is Log_2_ (copy#) of the reference set, and *y* is the expected Log_2_ (copy#) of sample *i* on a corresponding sequence; (7) Calculate the mid value *x*_mid_ = (max(*x*) − min(*x*))/2 of the reference set. Calculate the corresponding expected Log_2_ (copy#) of sample *i*, *y_i_*_,mid_ = a*_i_*x_mid_ + b*_i_*. Let *y_r_*_,mid_ = *x*_mid_, let Δ*y_i_* = *y_r_*_,mid_ − *y_i_*_,mid_, which is the logarithmic correction factor of sample *i*. We then derive the arithmetic correction factor *fi* = 2^Δ*yi*^ sample *I*; (8) Correct copy numbers of individual samples by multiplying corresponding arithmetic correction factor to original copy numbers.

To find out the siRNAs associated with the transposable elements, we filtered reads that did not match miRNA, rRNA, tRNA, snRNA, or snoRNA, and mapped them against the rice reference genome to select the genome sequences annotated as transposable elements [38]. These subsequent of siRNAs associated with transposable elements (TEs) were used for further analysis. The type of transposable elements (TEs) associated with siRNAs was classified firstly, and then we averaged the expression levels of siRNAs associated with transposable elements in each type to estimate the relative expression levels. These relative expression levels represented the TEs expression levels of each type during each stage in diploid and autotetraploid rice. Small RNA sequencing data have been deposited to NCBI GEO database (Accession Number: GSE79344).

### 4.3. Analysis of Differentially Expressed miRNAs

MicroRNAs were regarded as differentially expressed based on normalized deep-sequencing levels (with the exclusion of 10 RPM) in Taichung65-2X and Taichung65-4X during pollen development. *p*-Value was estimated by selectively by using Chi-square (*X*^2^) test and Fisher exact test. A significance threshold level was set to be 0.05 in each test. miRNAs with *p-*value <0.05 and log_2_ (fold change ratio) >1 were considered as differentially expressed miRNA (DEM). The normalized read count of some miRNAs were set to be 0.01 for further calculation if it has no reads in the library.

### 4.4. The Prediction and Functional Analysis of Target Genes of miRNAs

To predict the genes targeted by DEM, computational target prediction algorithms and TargetFinder [70] were used to detect miRNA binding sites. The algorithm of TargetFinder was based on miRNA and mRNA complementary pairing principle. The miRNA sequence (5′–3′) from 2 to 13 nt was defined as the seed sequence. The mismatching of Guanine and Uracil will lose 0.5 point and the rest of the mismatches cut off 1 point outside the seed sequence, while doubling the lost point in seed sequence. Finally, the results were obtained with the points less than or equal to 4. GO enrichment analysis was done by using AgriGO [71]. Protein–protein interaction networks were used to predict the meiosis-related targets/genes by using STRING v10 [72].

### 4.5. Quantitative Real-Time PCR (qRT-PCR) Analysis

The RNA was extracted from anthers of Taichung65-2x and Taichung65-4x at each stage of pollen development, and used as template for reverse transcription with miRNA-specific stem-loop RT primers [73] using the Transcriptor First Strand cDNA Synthesis Kit (Roche, Mannheim, Germany). The reactions were incubated at 16 °C for 30 min, then pulsed RT of 60 cycles at 30 °C for 30 s, 42 °C for 30 s and 50 °C for 1 s, and a final incubation for 5 min at 85 °C to inactivate the reverse transcriptase [74]. The cDNA template for the miRNA target gene was reverse transcribed using the OligodT20 primer with the Transcriptor First Strand cDNA Synthesis Kit (Roche, Mannheim, Germany).

The qRT-PCRs were performed on Lightcycler480 (Roche) using the SsoAdvanced universal SYBR Green Supermix (Bio-RAD, Hercules, CA, USA). The reaction profile was as follow: 30 s at 95 °C, 40 cycles of 95 °C denaturation for 5 s and 58 °C annealing and extension for 20 s. We performed three biological replications of each reaction, and *U6* snRNA and *ubiquitin* were used as internal control genes for qRT-PCR of DEM and target genes, respectively. The relative expression values of DEM or target genes were calculated based on the *2*^−^^ΔΔ^*^C^*^t^ method [75]. The stem-loop RT primers and target gene-specific primers were designed by using the Primer Premier 5.0 software (Palo Alto, CA, USA) (Table S19).

## Figures and Tables

**Figure 1:**
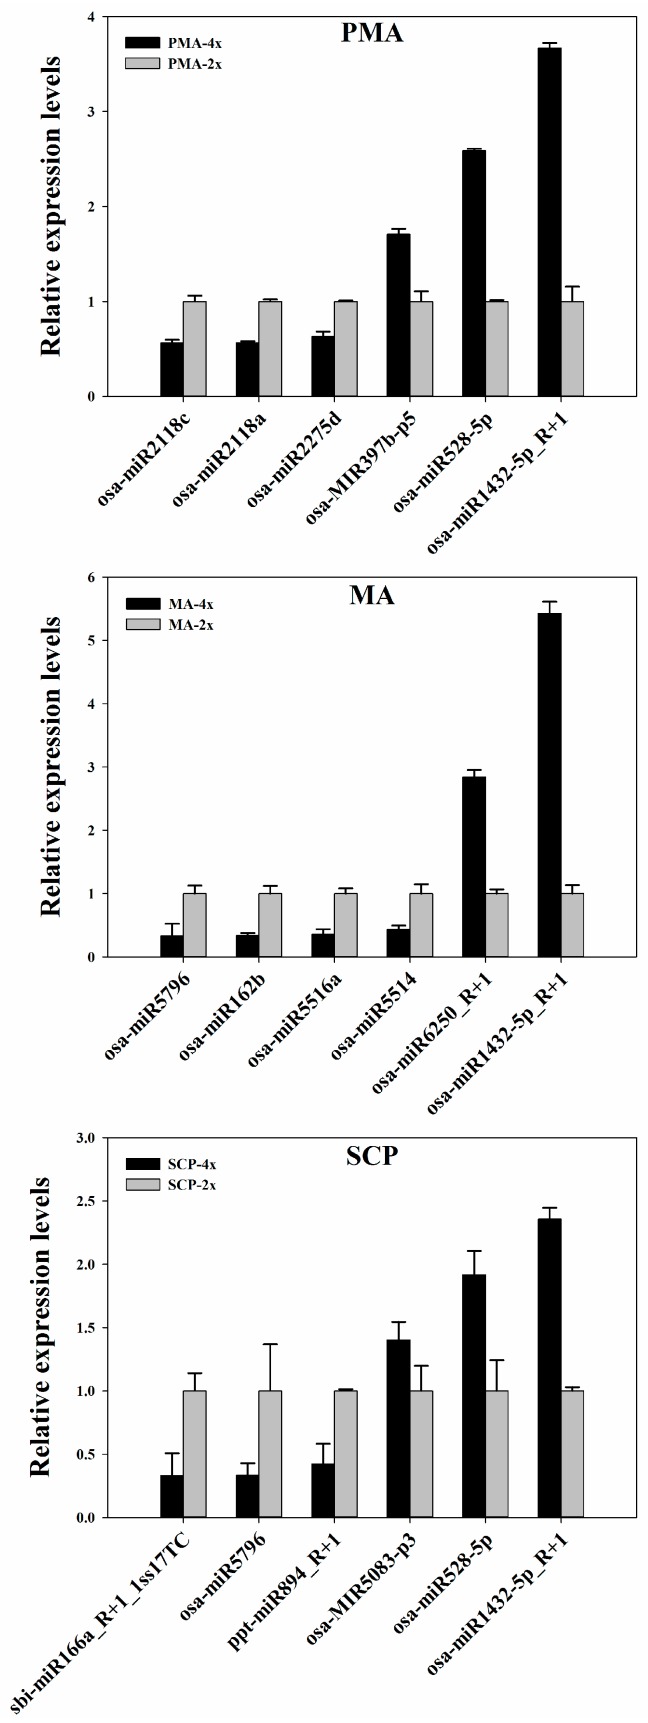
Validation of the DEM (differentially expressed miRNAs) in autotetraploid and diploid rice at each pollen development stage (pre-meiotic interphase (PMA), meiosis (MA) and single microspore stage (SCP)). *U6* snRNA was used as an internal reference for the qRT-PCR. The *x*- and *y*-axis represent the miRNAs and relative expression levels, respectively. Error bars represent the standard deviation (SD) of three biological replicates. “4x” and “2x” represent the autotetraploid and diploid rice, respectively.

**Figure 2:**
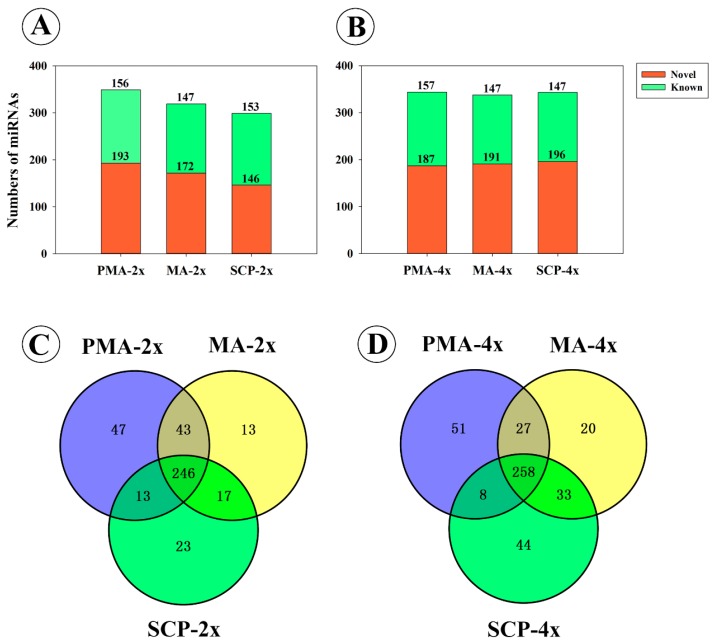

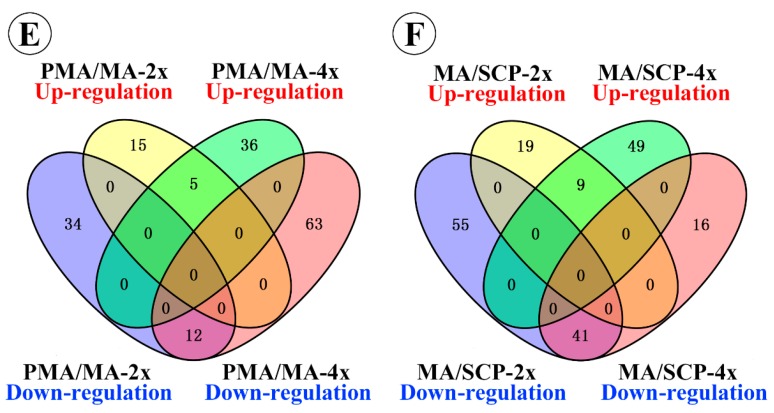
Classification of miRNAs during pollen development: (**A**,**B**) the total number of miRNAs detected during different pollen development stages of Taichung65-2x (**A**) and Taichung65-4x (**B**); (**C**,**D**) Venn analysis of miRNAs expressed in Taichung65-2x (**C**) and Taichung65-4x during pollen development (**D**); and (**E**,**F**) specifically up- and down-regulated miRNAs during each adjacent stage of pollen development in Taichung65-2x and Taichung65-4x. PMA, MA and SCP represent pre-meiotic interphase, meiosis and single microspore stage, respectively. “4x” and “2x” represent the autotetraploid and diploid rice, respectively.

**Figure 3:**
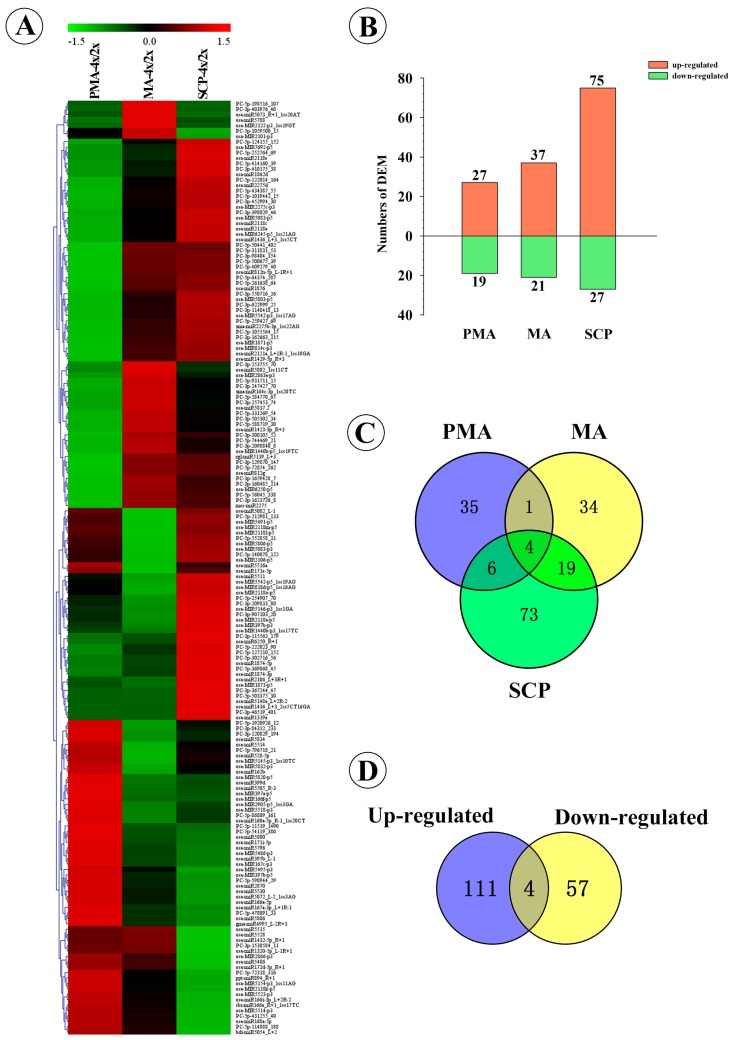
Analysis of DEM (differentially expressed miRNAs) in Taichung65-2x and Taichung65-4x during pollen development. (**A**) Hierarchical cluster analysis of DEM. The hierarchical clustering tree of 172 DEM in different libraries of pollen development was constructed by MultiExperiment View (version 4.9). Each column represents the difference between Taichung65-2x and Taichung65-4x in each stage. Red and green represent the up- and down-regulated miRNAs, respectively. The scale bar indicates the relative expression levels of miRNAs (log_2_); (**B**) The number of DEM at different pollen development stages; (**C**,**D**) Venn analysis of DEM during pollen development. PMA, MA and SCP represent pre-meiotic interphase, meiosis and single microspore stage, respectively. “4x” and “2x” represent the autotetraploid and diploid rice, respectively.

**Figure 4:**
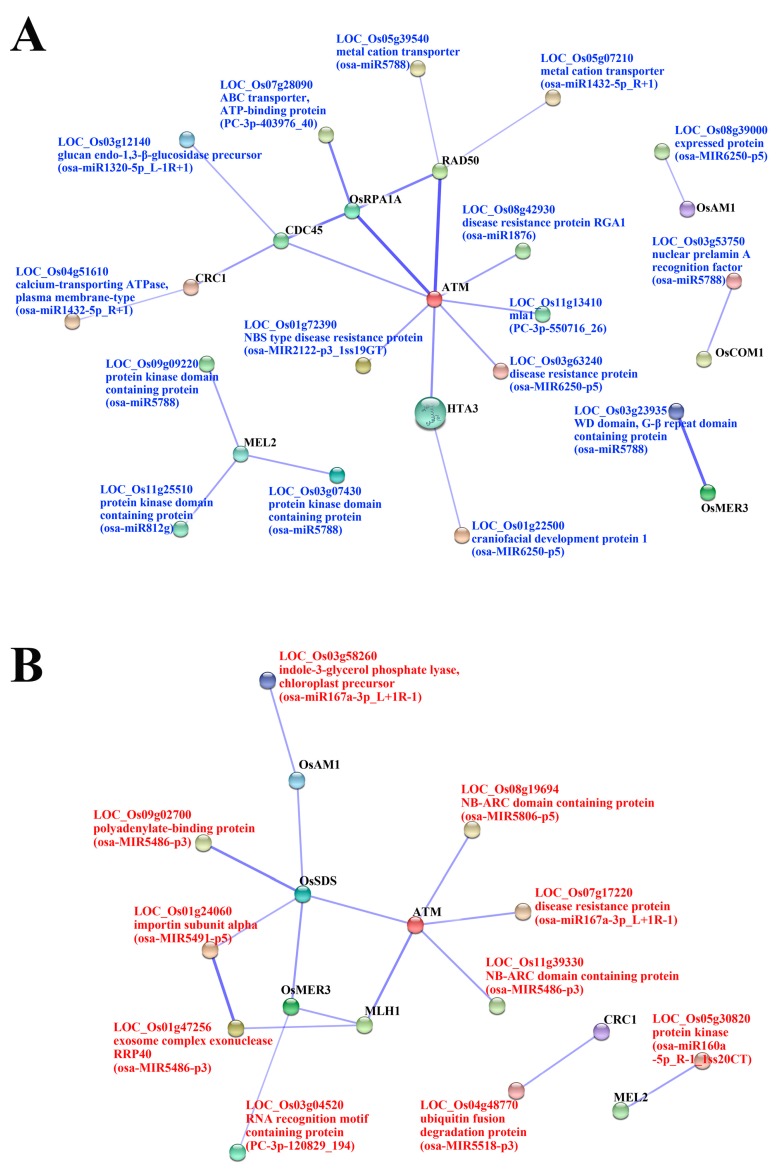
Protein interaction between the targets of DEM (differentially expressed miRNAs) and meiosis-related genes. The predicted targets of up-regulated (**A**) and down-regulated miRNAs (**B**) showed interaction with the meiosis-related genes (Black font). Blue font and red font represent the targets of up- and down-regulated DEM, respectively. Line thickness represents interaction between proteins/genes.

**Figure 5:**
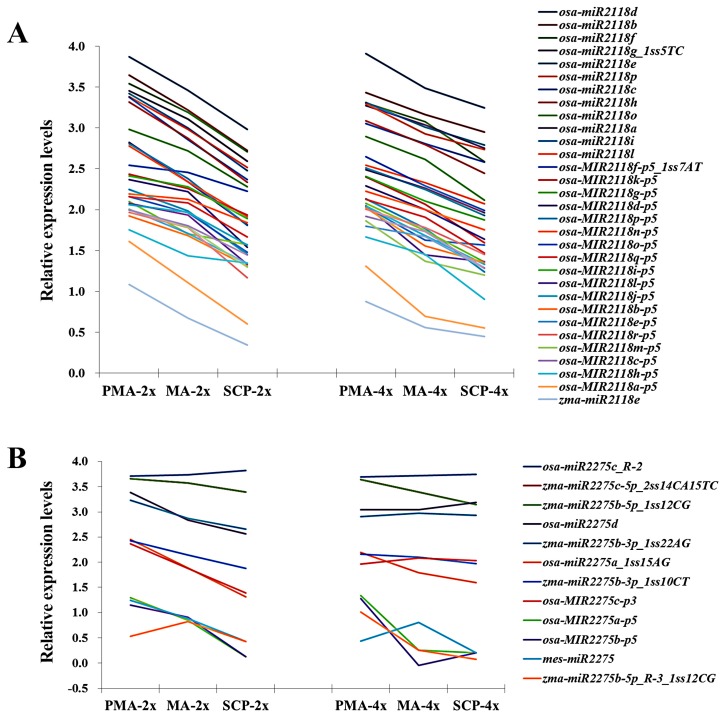
The relative expression levels of *miR2118* (**A**) and *miR2275* (**B**) families between Taichung65-4x and Taichung65-2x. PMA, MA and SCP represent pre-meiotic interphase, meiosis and single microspore stage, respectively. “4x” and “2x” represent the autotetraploid and diploid rice, respectively.

**Figure 6:**
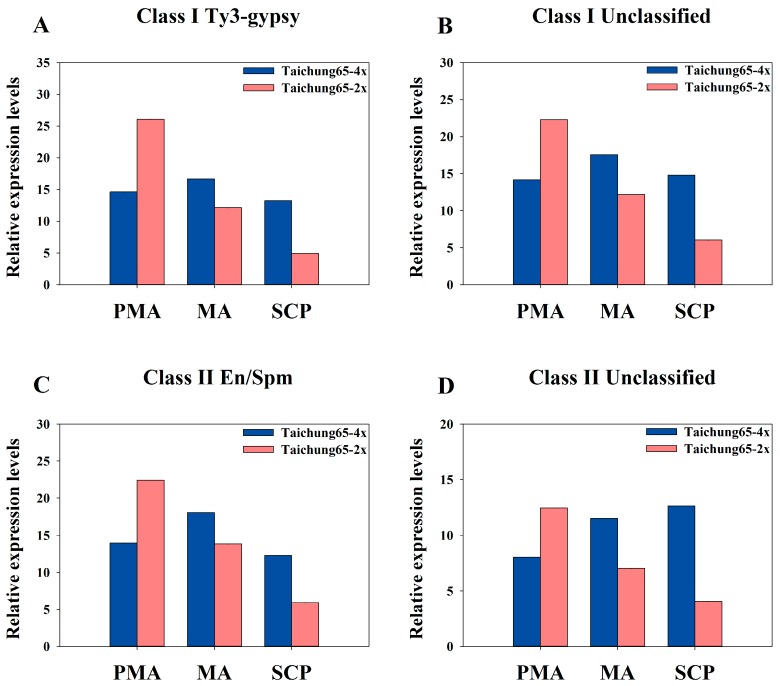
Abundance of siRNAs transposable elements associated with Taichung65-4x and Taichung65-2x during pollen development stages: (**A**) Ty3-gypsy type of class I; (**B**) unclassified type of class I; (**C**) En/Spm type of class II; and (**D**) unclassified type of class II. PMA, MA and SCP represent pre-meiotic interphase, meiosis and single microspore stage, respectively. “4x” and “2x” represent the autotetraploid and diploid rice, respectively.

**Table 1:** Differentially expressed miRNAs (DEM) in autotetraploid rice comparative to diploid rice.

Material	Description/Stage-Specific Expression	Up-Regulated	Down-Regulated	Total
Taichung65-2x	DEM in MA compared to PMA	20	46	66
	DEM in SCP compared to MA	28	96	124
Taichung65-4x	DEM in MA compared to PMA	41	75	116
	DEM in SCP compared to MA	58	57	115
Taichung65-4x *vs.* Taichung65-2x	DEM in PMA	27	19	46
	DEM in MA	37	21	58
	DEM in SCP	75	27	102
	DEM specifically in MA compared to PMA of Taichung65-2x	15	34	49
	DEM specifically in SCP compared to MA of Taichung65-2x	19	55	74
	DEM specifically in MA compared to PMA of Taichung65-4x	36	63	99
	DEM specifically in SCP compared to MA of Taichung65-4x	49	16	65

PMA, MA and SCP represent pre-meiotic interphase, meiosis and single microspore stage, respectively.

**Table 2:** Association between differentially expressed miRNAs (DEM) and meiosis-related genes in autotetraploid rice during pollen development.

miRNA	Targets	Genes Annotation	PMA	MA	SCP	Specific in MA	Meiosis-Related Genes
*osa-miR1320-5p_L-1R+1*	*LOC_Os03g12140*	glucan endo-1,3-β-glucosidase precursor, putative, expressed	up	up	up		*LOC_Os11g03430* (CDC45)
*osa-miR1432-5p_R+1*	*LOC_Os04g51610*	calcium-transporting ATPase, plasma membrane-type, putative, expressed	up	up	up		*LOC_Os04g40290* (CRC1)
	*LOC_Os05g07210*	metal cation transporter, putative, expressed	up	up	up		*LOC_Os02g29464* (RAD50)
*osa-miR1876*	*LOC_Os08g42930*	disease resistance protein RGA1, putative, expressed	ns	up	up		*LOC_Os01g01689* (ATM)
*osa-MIR2122-p3_1ss19GT*	*LOC_Os01g72390*	NBS type disease resistance protein, putative, expressed	ns	up	ns	*osa-MIR2122-p3_1ss19GT*	*LOC_Os01g01689* (ATM)
*osa-miR5788*	*LOC_Os03g07430*	protein kinase domain containing protein, expressed	ns	up	ns	*osa-miR5788*	*LOC_Os12g38460* (MEL2)
	*LOC_Os03g23935*	WD domain, G-β repeat domain containing protein, expressed	ns	up	ns	*osa-miR5788*	*LOC_Os02g40450* (OsMER3)
	*LOC_Os03g53750*	nuclear prelamin A recognition factor, putative, expressed	ns	up	ns	*osa-miR5788*	*LOC_Os06g41050* (OsCOM1)
	*LOC_Os05g39540*	metal cation transporter, putative, expressed	ns	up	ns	*osa-miR5788*	*LOC_Os02g29464* (RAD50)
	*LOC_Os09g09220*	protein kinase domain containing protein, expressed	ns	up	ns	*osa-miR5788*	*LOC_Os12g38460* (MEL2)
*osa-MIR6250-p5*	*LOC_Os01g22500*	craniofacial development protein 1, putative, expressed	ns	up	up		*LOC_Os12g34510* (HTA3)
	*LOC_Os03g63240*	disease resistance protein, putative, expressed	ns	up	up		*LOC_Os01g01689* (ATM)
	*LOC_Os08g39000*	expressed protein	ns	up	up		*LOC_Os03g44760* (OsAM1)
*osa-miR812g*	*LOC_Os11g25510*	protein kinase domain containing protein, expressed	ns	up	up		*LOC_Os12g38460* (MEL2)
*PC-3p-403976_40*	*LOC_Os07g28090*	ABC transporter, ATP-binding protein, putative, expressed	ns	up	up		*LOC_Os02g53680* (OsRPA1A)
*PC-3p-550716_26*	*LOC_Os11g13410*	mla1, putative, expressed	ns	up	ns	*PC-3p-550716_26*	*LOC_Os01g01689* (ATM)
*osa-miR160a-5p_R-1_1ss20CT*	*LOC_Os05g30820*	protein kinase, putative, expressed	ns	down	ns	*osa-miR160a-5p_R-1_1ss20CT*	*LOC_Os12g38460* (MEL2)
*osa-miR167a-3p_L+1R-1*	*LOC_Os03g58260*	indole-3-glycerol phosphate lyase, chloroplast precursor, putative, expressed	ns	down	down		*LOC_Os03g44760* (OsAM1)
	*LOC_Os07g17220*	disease resistance protein, putative, expressed	ns	down	down		*LOC_Os01g01689* (ATM)
*osa-MIR5486-p3*	*LOC_Os01g47256*	exosome complex exonuclease RRP40, putative, expressed	ns	down	down		*LOC_Os01g72880* (MLH1)
	*LOC_Os09g02700*	polyadenylate-binding protein, putative, expressed	ns	down	down		*LOC_Os03g12414* (OsSDS)
	*LOC_Os11g39330*	NB-ARC domain containing protein, putative, expressed	ns	down	down		*LOC_Os01g01689* (ATM)
*osa-MIR5491-p5*	*LOC_Os01g24060*	importin subunit α, putative, expressed	ns	down	ns	*osa-MIR5491-p5*	*LOC_Os03g12414* (OsSDS)
*osa-MIR5518-p3*	*LOC_Os04g48770*	ubiquitin fusion degradation protein, putative, expressed	ns	down	ns	*osa-MIR5518-p3*	*LOC_Os04g40290* (CRC1)
*osa-MIR5806-p5*	*LOC_Os08g19694*	NB-ARC domain containing protein, expressed	ns	down	ns	*osa-MIR5806-p5*	*LOC_Os01g01689* (ATM)
*PC-3p-120829_194*	*LOC_Os03g04520*	RNA recognition motif containing protein, putative, expressed	ns	down	ns	*PC-3p-120829_194*	*LOC_Os02g40450* (OsMER3)

ns: non-significant; Up: up-regulated in autotetraploid rice; Down: down-regulated in autotetraploid rice; PMA, MA and SCP represent pre-meiotic interphase, meiosis and single microspore stage, respectively.

**Table 3:** The regulation of *miR2118* and *miR2275* families in autotetraploid rice.

MicroRNA_Family	miRNA	Sequence (5’ to 3’)	PMA	MA	SCP
*miR2118*	*osa-MIR2118k-p5*	TAAGCTCTATTGTCCCCTCTA	ns	ns	down
	*osa-miR2118e*	TTCCCAATGCCTCCCATGCCTA	ns	ns	up
	*osa-MIR2118l-p5*	TTAGGAAGAGGAAGAAATTGA	ns	down	ns
	*osa-MIR2118m-p5*	GGAATGGGAACATGAAGGAAAG	ns	down	ns
	*osa-MIR2118o-p5*	GGCATGGGGACATGAAGGAATG	ns	down	ns
	*osa-miR2118a*	TTCTCGATGCCTCCCATTCCTA	down	ns	ns
	*osa-miR2118c*	TTCCCGATGCCTCCTATTCCTA	down	ns	ns
	*osa-MIR2118a-p5*	GGACTGGGAACATATGAGAAAG	down	ns	ns
*miR2275*	*osa-miR2275d*	CTTGTTTTTCTCCAATATCTCA	down	ns	up
	*osa-MIR2275c-p3*	ATTGTTTTTCTCCAATATCTCA	down	ns	up
	*mes-miR2275*	TTTGGTTTCCTCCAATATCTTA	down	ns	ns
	*zma-miR2275b-3p_1ss22AG*	TTCAGTTTCCTCTAATATCTCG	down	ns	ns

ns: non-significant; Up: up-regulated in autotetraploid rice; Down: down-regulated in autotetraploid rice; PMA, MA and SCP represent pre-meiotic interphase, meiosis and single microspore stage, respectively.

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/17/4/499/s1.

How the deposited data were processed for this re-analysis (not part of the article)

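The deposited tables hold 1 normalized value (signal) per miRNA and library, 6 libraries in all, for Taichung65-2x and Taichung65-4x. The authors prepared small RNA libraries with a TruSeq small RNA kit, sequenced them on an Illumina HiSeq2500 and filtered reads with the Illumina pipeline and ACGT101-miR. They mapped reads by BLAST to miRBase precursors and to the genome, allowed 1 mismatch and end variation, and folded candidate hairpins with RNAfold. The genome build is not given in the sources used here. They multiplied copy numbers by 1 correction factor per library, from a regression on sequences common to the libraries, so the deposited signal is not a share of clean reads.

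The value of 1 read was recovered in each library as the step that makes most values whole: 1.35, 0.944 and 0.888 for PMA-2x, MA-2x and SCP-2x, and 1.36, 0.906 and 0.797 for PMA-4x, MA-4x and SCP-4x. At a tolerance of 0.01, between 72.3% and 76.1% of values are whole reads. Counting intervals (95%, exact binomial on the reads of 2 libraries) were given for single miRNAs only where both values are whole reads. Those of the summed miR2118 and miR2275 members take the sums, rounded, as reads, although not all members are whole reads. The tables account for 1.53%, 1.64%, 2.17%, 1.63%, 1.66% and 1.78% of clean reads.

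The paper's tables list a miRNA over 10 in at least 1 stage of a ploidy. miRNAs were matched between the tables by name. In each of 3 ploidy comparisons (4x against 2x at a stage) and 4 stage comparisons (MA against PMA and SCP against MA in each ploidy), a miRNA was tested where the larger value exceeded 10, and called where log2 of the ratio exceeded 1 either way. A listed 0 was set at 0.01. A miRNA not listed for a ploidy was set at 10 there. In a ploidy comparison it can therefore differ only towards the ploidy that lists it, and it enters the medians of lists and classes as a bound. The chi-square or Fisher test of the authors was not part of the call, since with 1 library per group it compares reads of libraries, not conditions. No value of p across miRNAs and no SD is given.

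Correlations and principal components used log2(value + 1) of the 357 miRNAs in both tables. Lists of families, length classes and kinds were described by members higher and lower, the median log2 ratio with an order-statistic 95% interval, and the percentile of that median among 10000 random lists of miRNAs of like abundance (5 classes). The random lists were not matched on length or on listing in both tables. A family was taken by the number in the name, so it can hold products of both hairpin arms. Targets are named for the family, not for each member. Members of a family can be near-identical and share reads, so its percentile can overstate how unusual it is. The lists, fixed before the data were examined along with the calls, the alternatives and the rule for named miRNAs, are these: phasiRNA triggers (miR2118, miR2275), auxin (miR160, miR164, miR167, miR390, miR393), phase change and inflorescence (miR156, miR157, miR172, miR529, miR535), GAMYB and TCP (miR159, miR319), HD-ZIP III, GRF and GRAS (miR165, miR166, miR171, miR396), copper and lignin (miR397, miR398, miR408, miR528), phosphate and sulfate (miR395, miR399, miR827), small RNA feedback (miR162, miR168, miR403), MADS-box (miR444), calcium (miR1432), transposon-derived or long (miR812, miR820, miR1862, miR1863, miR1868, miR1870, miR1873, miR1874, miR5830), the pollen-enriched set that the paper cites, every family with at least 4 members, lengths of 18 to 25 nt, and the kinds known rice, other arm, other species and predicted (PC).

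Named miRNAs are those the paper names in its text, Tables 1 to 3 and Figures 1 and 5; the 10 largest ratios in each direction at each ploidy comparison, and the 5 at each stage comparison, among miRNAs in both tables with at least 50 in the higher library; the 5 most abundant per library; and the 5 most abundant listed for 1 ploidy only. The values printed in the paper's tables had been seen when the rule was written.

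Alternatives changed 1 choice at a time: scaling to equal sums or the median ratio, thresholds of 20 and 50, no threshold, folds over 4 or 1.5, pseudocounts of 1 and 10, unlisted miRNAs at 0.01, a Fisher test (p under 0.05) on clean reads or on the table sum, identical sequences counted once, known miRNAs by name style, matching by sequence, for lists the summed values or only members over 50, and for correlations ranks, log2(value + 10), the 100 most abundant, or all listed with 0 for unlisted. Each Fisher test took the rounded normalized values as counts, not the reads. Against the table sum they share its units, while against the clean reads they do not. Chosen after the values were seen were reads over clean reads, 2 Fisher tests on the table sum (with fold over 1.5, and with unlisted at 0.01), unlisted miRNAs left out, and no threshold with unlisted miRNAs compared only with values over 10.

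As a self-test, reads of the 357 miRNAs were simulated for PMA-4x against PMA-2x with 200 of them changed. Only counting error was simulated, with no variation between plants or libraries, no error of scaling and no unlisted miRNAs. The share of unchanged miRNAs called is thus not the rate of false calls in the real comparisons. Calls reached 20.6% of simulated rises and 16.1% of simulated falls of 1.5-fold, 100% and 90.3% at 3-fold, and 100% and 100% at 5-fold. Of unchanged miRNAs 4.14% were called, intervals covered 96.4% of true ratios, and 7% of 200 random lists fell outside the central 95%. Work was done in python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, with fixed seeds. siRNA tables, predicted targets, gene ontology terms and qRT-PCR values were not analysed here.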

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

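The tests of scaling, length and shared reads were chosen after seeing the result, and those of abundance and developmental timing before.

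Across stages, 8 miRNAs were called in opposite directions in Taichung65-4x at PMA and at SCP, and the difference between the stages was not tested. In the tables of miRNAs listed for Taichung65-4x alone, which the paper does not break down by length, 62 were 24 nt long. At SCP the 24 nt miRNAs as a class, which the paper does not compare between the ploidies, had a median log2 ratio of 0.52. The paper does compare 24 nt siRNAs linked to transposable elements, and describes them as higher in Taichung65-4x at MA and SCP but not at PMA. Whether some of the 24 nt miRNAs belong to that population was not tested.

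The 24 nt miRNAs were higher and the 21 nt miRNAs lower in Taichung65-4x at SCP. The distance between their medians, 0.96 log2 (0.74 to 1.15), argues against library scaling as the source of that distance, since it moves both alike, but for the 21 nt fall scaling stays open, as its median of −0.0881 under equal sums (−0.21 to 0.07) reaches 0 while those under the median ratio (−0.26) and clean reads (−0.39) do not. Low abundance of the 24 nt class stays open. Of 10000 matched draws of 21 nt miRNAs 0% reached its median, but both pools hold bounds. A miRNA listed for a single ploidy can differ only towards that ploidy. Listed for Taichung65-4x alone were 62 of 24 nt and 7 of 21 nt, and for Taichung65-2x alone 12 and 26. The draws were thus tilted by the listing and cannot decide. Among members over 50 the medians were 0.96 for 24 nt and −0.56 for 21 nt. The split was thus also seen at higher values, where bounds may enter too. Library preparation that favours longer RNAs stays open: 21 miRNAs of 22 nt outside the trigger families had a median of 0.0312 (−0.57 to 0.56), an interval that holds −0.12, the point for 22 nt if the ratio ran evenly with length from 21 to 24 nt. With 1 library per group, a difference between the plants sampled stays open too.

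More miRNAs were lower than higher from MA to SCP in Taichung65-2x under the deposited scaling. Scaled by clean reads, 26 were lower and 97 higher, and under the median ratio 29 and 95. Under equal sums 66 were lower and 54 higher, so a smaller excess of falls remained. The excess thus depends on the scaling and may come from it in part or in full. Whether the total of miRNAs per cell declined stays open, since no value here is per cell.

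In Taichung65-4x 3 of 31 miR2118 and 3 of 12 miR2275 members were lower at PMA, and at SCP 1 of 29 and 2 of 8 were higher and 2 of 29 miR2118 members lower. For miR2118, reads shared among near-identical members (at most 3 mismatches) are argued against as the source of the change of the group, since sharing leaves a sum unchanged. The called members and those near-identical to them, summed, changed by −0.424 log2 at PMA (−0.45 to −0.39, 14 members, 3 called) and 0.594 at SCP (0.54 to 0.65, 12 members, 1 called). Both sums changed by less than 2-fold, and the values of the called members are not whole reads. Sharing thus stays open as what carries single members past 2-fold. For miR2275 sharing stays open, since the sums of −1.11 (4 members) and 2.10 (2 members) hold mostly or only the called members. At PMA the ratios of other miRNAs were set against the MA to SCP change in Taichung65-2x (r = 0.13, −0.08 to 0.34, 277 miRNAs). A tetraploid PMA sample further along in development is neither shown nor excluded by this. The PMA to MA change was not used for it. At SCP the ratios of other miRNAs ran against the PMA to MA change in Taichung65-2x (r = −0.31, −0.43 to −0.19, 264 miRNAs), as a Taichung65-4x sample less far along would give. Other values go the other way: on the first component SCP-4x (16.0) lay beyond SCP-2x (13.8). MA-2x correlated less with SCP-4x (0.863) than with SCP-2x (0.919), while MA-4x was level with both (0.925 and 0.923). Developmental timing at SCP therefore stays open.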

How the results depend on the processing

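Alternatives named as added (scaling by clean reads, and the Fisher tests with fold over 1.5 or unlisted at 0.01, unlisted left out, and no threshold with unlisted limited to values over 10) were chosen after seeing the data. Besides the values below, 128 counts and 36 list medians that answer a comparison stayed within their limits, and of the values of named miRNAs 904 stayed and 116 moved. Of the other list medians 662 stayed and 149 moved, and of the other counts 132 stayed and 135 moved. Between the ploidies, the 12 correlations under alternatives all moved, and of the other correlations 2 stayed and 14 moved. The cause was not tested except where the alternative's construction shows it: higher thresholds test fewer miRNAs, and a scaling shifts all ratios of a comparison alike. Pseudocount 1, counting identical sequences once, naming style, matching by sequence, unlisted left out and no threshold with unlisted limited to values over 10 moved none of the main counts. With 1 library per group no replicate could be left out. The libraries carry no replicate numbers, and a fit with stage as a block, which would ask for a ploidy effect common to the stages, was not run. Depth limits the low end: 10 is worth 7.43, 10.6 and 11.3 reads in Taichung65-2x and 7.36, 11.0 and 12.5 in Taichung65-4x. Without a threshold, many calls set values under 10 against the limit of 10 for unlisted miRNAs.

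Equal sums. MA-4x vs MA-2x: 42 higher, 14 lower. SCP-4x vs SCP-2x: 84 higher, 17 lower. MA-2x vs PMA-2x: 38 and 54. SCP-2x vs MA-2x: 54 and 66. MA-4x vs PMA-4x: 79 and 36. SCP-4x vs MA-4x: 82 and 33. Medians at MA: miR2118 −0.0674, 21 nt −0.17, 24 nt 0.60. Medians at SCP: 21 nt −0.0881, 24 nt 0.87.

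Median ratio. MA-4x vs MA-2x: 46 higher, 11 lower. SCP-4x vs SCP-2x: 25 lower. MA-2x vs PMA-2x: 40 and 50. SCP-2x vs MA-2x: 95 and 29. MA-4x vs PMA-4x: 86 and 27. SCP-4x vs MA-4x: 106 and 25. Medians at MA: miR2118 −0.0151, 21 nt −0.12, 24 nt 0.65. Medians at SCP: 21 nt −0.26, 24 nt 0.69.

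Scaled by clean reads (added). MA-4x vs MA-2x: 43 higher, 14 lower. MA-2x vs PMA-2x: 45 and 43. SCP-2x vs MA-2x: 97 and 26. MA-4x vs PMA-4x: 84 and 32. SCP-4x vs MA-4x: 95 and 29.

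Threshold of 20. PMA-4x vs PMA-2x: 12 higher, 13 lower. MA-2x vs PMA-2x: 11 and 44. SCP-2x vs MA-2x: 13 higher. MA-4x vs PMA-4x: 11 higher. SCP-4x vs MA-4x: 18 higher. Over the threshold: SCP-4x 218, any stage of Taichung65-2x 262 and of Taichung65-4x 286, a single library 13 (2x) and 27 (4x), either ploidy 303, Taichung65-2x only 17, Taichung65-4x only 41.

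Threshold of 50. PMA-4x vs PMA-2x: 7 higher, 7 lower. MA-4x vs MA-2x: 8 and 15. SCP-4x vs SCP-2x: 16 and 16. MA-2x vs PMA-2x: 5 and 31. SCP-2x vs MA-2x: 9 and 82. MA-4x vs PMA-4x: 4 and 65. SCP-4x vs MA-4x: 5 and 53. Called in any stage: 53. Over the threshold: 169, 162 and 125 at PMA, MA and SCP of Taichung65-2x, 177, 156 and 128 of Taichung65-4x, any stage 186 and 191, all stages 113 and 114, a single library 8 and 10, either ploidy 201, all 6 libraries 105, both ploidies 176, Taichung65-2x only 10, Taichung65-4x only 15. Medians of list members over 50: 24 nt at MA 0.73, at SCP 0.96.

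No threshold. PMA-4x vs PMA-2x: 37 higher, 50 lower. MA-4x vs MA-2x: 48 and 54. SCP-4x vs SCP-2x: 79 higher. Called in any stage: 248.

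fold over 4. PMA-4x vs PMA-2x: 4 higher, 2 lower. MA-4x vs MA-2x: 3 and 0. SCP-4x vs SCP-2x: 9 and 1. MA-2x vs PMA-2x: 9 and 9. SCP-2x vs MA-2x: 9 and 15. MA-4x vs PMA-4x: 7 and 11. SCP-4x vs MA-4x: 7 and 16. Called in any stage: 17.

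fold over 1.5. PMA-4x vs PMA-2x: 60 higher, 60 lower. MA-4x vs MA-2x: 56 and 100. SCP-4x vs SCP-2x: 89 and 99. MA-2x vs PMA-2x: 48 and 142. SCP-2x vs MA-2x: 50 higher. MA-4x vs PMA-4x: 67 and 198. SCP-4x vs MA-4x: 71 and 156. Called in any stage: 301. With a Fisher test on the table sum as well (added): MA-2x vs PMA-2x 35 higher, MA-4x vs PMA-4x 62 higher, SCP-4x vs MA-4x 57 higher.

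Pseudocount 10. PMA-4x vs PMA-2x: 6 higher, 9 lower. MA-4x vs MA-2x: 6 and 11. SCP-4x vs SCP-2x: 21 and 17. MA-2x vs PMA-2x: 10 and 34. SCP-2x vs MA-2x: 14 and 80. MA-4x vs PMA-4x: 5 and 60. SCP-4x vs MA-4x: 7 and 47. Called in any stage: 59.

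Unlisted at 0.01. PMA-4x vs PMA-2x: 48 higher, 48 lower. MA-4x vs MA-2x: 58 higher. SCP-4x vs SCP-2x: 98 higher. Called in any stage: 272. With a Fisher test on the table sum as well (added): PMA-4x vs PMA-2x 44 higher, 43 lower, MA-4x vs MA-2x 57 higher, SCP-4x vs SCP-2x 98 higher, any stage 243.

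Fisher test on clean reads. PMA-4x vs PMA-2x: 14 lower. MA-4x vs MA-2x: 23 lower. SCP-2x vs MA-2x: 74 lower. MA-4x vs PMA-4x: 25 higher. Fisher test on the table sum. MA-4x vs MA-2x: 20 lower. SCP-4x vs SCP-2x: 25 lower. MA-2x vs PMA-2x: 47 lower. MA-4x vs PMA-4x: 73 lower.

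Correlations of the ploidies at PMA, MA and SCP were 0.851, 0.831 and 0.776 over all listed miRNAs with 0 for unlisted, 0.974, 0.968 and 0.945 with log2(value + 10), 0.945, 0.942 and 0.898 for the 100 most abundant, and 0.948, 0.930 and 0.894 on ranks. The 23 nt median for SCP-2x vs MA-2x, 1.01, reversed to −0.0170 with summed values and to −0.75 for members over 50.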

Differences from the paper's values

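The calls set beside the paper's use its stated thresholds (over 10, log2 over 1) without its chi-square or Fisher test. All alternatives named here were set before the data were examined unless marked as chosen after seeing the values. The paper calls 40 changes between the ploidies in Tables 2 and 3, and the number of those that an added setting drops is given with it.

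Stage comparisons. From PMA to MA in Taichung65-2x, 84 miRNAs fell here and 46 in the paper. Equal sums (54), the median ratio (50), thresholds of 20 (44) and 50 (31), pseudocount 10 (34) and the Fisher tests on clean reads (63) and the table sum (47) come within 1.5 times of the paper, but no threshold (85), fold over 4 (9), fold over 1.5 (142) and pseudocount 1 (78) do not. From PMA to MA in Taichung65-4x, 116 fell here and 75 in the paper. Thresholds of 20 (90) and 50 (65), pseudocounts of 1 (109) and 10 (60) and the Fisher tests on clean reads (101) and the table sum (73) come within, but equal sums (36), the median ratio (27), no threshold (120), fold over 4 (11) and fold over 1.5 (198) do not. From MA to SCP in Taichung65-4x, 36 rose here and 58 in the paper. Equal sums (82) and fold over 1.5 (71) come within, but the median ratio (106), thresholds of 20 (18) and 50 (5), no threshold (38), fold over 4 (7), pseudocounts of 1 (29) and 10 (7) and the Fisher tests (36 and 36) do not. The Fisher test on the table sum with fold over 1.5 gives 57, was chosen after seeing the values, and drops 0 of the 3 stage calls that the paper names in its text.

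Ploidy comparison at MA. In Taichung65-4x 20 rose here and 37 in the paper. Equal sums (42), the median ratio (46) and no threshold (48) come within, but thresholds of 20 (14) and 50 (8), fold over 4 (3), fold over 1.5 (56), unlisted at 0.01 (58), pseudocounts of 1 (15) and 10 (6), the Fisher tests on clean reads (18) and the table sum (19) and identical sequences once (20) do not. Scaling by clean reads (43), chosen after seeing the values, comes within too and drops 14 of the 40. Here 35 fell and in the paper 21. Equal sums (14), thresholds of 20 (24) and 50 (15) and the Fisher tests on clean reads (23) and the table sum (20) come within, but the median ratio (11), no threshold (54), fold over 4 (0), fold over 1.5 (100), unlisted at 0.01 (45), pseudocounts of 1 (33) and 10 (11) and identical sequences once (34) do not. Chosen after seeing the values, scaling by clean reads (14, dropping 14 of the 40) and the Fisher test on the table sum with unlisted at 0.01 (31, dropping 0) come within.

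Sums over stages. In Taichung65-4x 68 miRNAs only rose here and 111 in the paper. No threshold gives 111, and equal sums (99), the median ratio (86), fold over 1.5 (101) and unlisted at 0.01 (143) come within, but thresholds of 20 (45) and 50 (19), fold over 4 (14), pseudocounts of 1 (60) and 10 (23), the Fisher tests on clean reads (55) and the table sum (68) and identical sequences once (68) do not. Of the settings chosen after seeing the values, scaling by clean reads (80, dropping 14 of the 40) and no threshold with unlisted limited to values over 10 (76, dropping 7 of the 40) are closer. The last also gives the paper's count of 172 miRNAs called in any stage, where 154 were called here.

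Stage changes shared by the ploidies. From PMA to MA, 24 fell in both ploidies here and 12 in the paper. Thresholds of 20 (18) and 50 (12), pseudocount 10 (8) and the Fisher test on the table sum (12) come within, but equal sums (7), the median ratio (6), no threshold (25), fold over 4 (0), fold over 1.5 (75), pseudocount 1 (22) and the Fisher test on clean reads (22) do not. In Taichung65-2x alone 60 fell here and 34 in the paper. Equal sums (47), the median ratio (44), a threshold of 20 (26), pseudocount 10 (26) and the Fisher tests on clean reads (41) and the table sum (35) come within, but a threshold of 50 (19), no threshold (60), fold over 4 (9), fold over 1.5 (67) and pseudocount 1 (56) do not. From MA to SCP, 29 rose in Taichung65-4x alone here and 49 in the paper. Equal sums (61), the median ratio (65) and fold over 1.5 (54) come within, but thresholds of 20 (13) and 50 (2), no threshold (31), fold over 4 (5), pseudocounts of 1 (23) and 10 (3) and the Fisher tests (29 and 29) do not. In Taichung65-4x alone 28 fell here and 16 in the paper. Equal sums (17), the median ratio (17), thresholds of 20 (19) and 50 (13), fold over 4 (13), pseudocount 10 (16) and the Fisher test on the table sum (16) come within, but no threshold (36), fold over 1.5 (33), pseudocount 1 (26) and the Fisher test on clean reads (25) do not.

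Named miRNAs. Of the 84 calls in Tables 2 and 3, 76 are the same here, and none has the opposite direction. The paper calls rises in Taichung65-4x that are not called here for osa-miR1320-5p_L-1R+1 at MA (bound 0.99), osa-MIR6250-p5 at MA (0.44) and SCP (0.74), PC-3p-403976_40 at MA (0.62) and SCP (0.71) and PC-3p-550716_26 at MA (0.18), and a fall of mes-miR2275 at PMA (−0.81). Each is unlisted in the other ploidy, and each is called with unlisted at 0.01, which gives 83 of the 84 and drops 0 of the 40. With the Fisher test on the table sum and unlisted at 0.01, chosen after seeing the values, all 84 are the same and 0 of the 40 are dropped. osa-miR1320-5p_L-1R+1 at MA is also called under equal sums, the median ratio, fold over 1.5 and, chosen after seeing the values and dropping 14 of the 40, scaling by clean reads. Equal sums calls osa-MIR6250-p5 and PC-3p-403976_40 at SCP, and fold over 1.5 calls both at SCP, PC-3p-403976_40 at MA and mes-miR2275 at PMA. osa-MIR2118a-p5 fell at MA here (−1.35) and is not called in the paper; it is not called under the median ratio, thresholds of 20 and 50, pseudocount 10, fold over 4 or the Fisher tests.

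The paper has osa-miR6250_R+1 and osa-miR1320-5p_L-1R+1 rising at all 3 stages, and here the bounds of osa-miR6250_R+1 at PMA (0.93) and MA (0.86) are under the threshold, while osa-MIR5083-p5 and osa-miR1432-5p_R+1 rose at all 3. With unlisted at 0.01 both rise at all 3. At MA osa-miR6250_R+1 is also called under equal sums, the median ratio, fold over 1.5 and, chosen after seeing the values and dropping 14 of the 40, scaling by clean reads, and at PMA under the last 2 of these. The paper has PC-5p-431255_40 rising at PMA, and here its bound is 0.12, with a call only where unlisted is set at 0.01. The paper names 4 miRNAs with opposite calls at PMA and SCP, and here the same 4 were called with 4 more: osa-MIR167c-p3, osa-miR156l-5p_R-1, PC-3p-1148418_13 and PC-3p-162663_115.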

Other observations

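At SCP in Taichung65-4x, of the 16 members of miR166, a family that regulates HD-ZIP III genes, 4 fell (median −0.68). The medians of miR156, miR162, miR171, miR396 and miR167 were −0.65, −0.66, −0.57, −0.57 and −0.52, and equal sums shrink the 6 to −0.34, −0.30, −0.31, −0.22, −0.22 and −0.17, while summed miR156 and miR396 stand at −0.99 and −0.92. At PMA 2 of 17 miR166 members rose (median 0.36), miR396 stood at 0.43 (0.09 summed), miR169 at 0.44, miR162 at −0.10 and miR167 at −0.13. There miR156 stood at −0.25 (1 of 5 rose), which flips to 0.11 summed and 0.63 for members over 50, and miR171 at 0.05, which flips to −0.01 summed. At MA the medians of miR156 (−0.07), miR162 (−0.04), miR166 (−0.24), miR167 (−0.35), miR169 (−0.06) and miR171 (−0.15) flip sign under at least 1 other scaling, though miR162 stands at −0.78 summed and −0.79 for members over 50, and miR171 at −0.71 and −0.73. There miR396 (−0.46) shrinks to −0.16, −0.10 and −0.15. miR812 stood at −0.29, 1.03 (3 of 5 rose) and 0.27 (2 of 5 rose) at PMA, MA and SCP. Its SCP value becomes 0.62 under equal sums, 0.51 summed and 1.02 for members over 50. miR1440 stood at 0.24, 0.23 (0.53 under equal sums) and 0.86, and miR169 at 0.09 at SCP (0.44 under equal sums, 0.40 summed, 0.45 for members over 50). miR164 had 2 tested members at PMA (−0.15) and MA (0.21), and its SCP median of −0.09 flips to 0.25 under equal sums and 0.08 under the median ratio.

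Of 3 phosphate and sulfate miRNAs, all at low levels, 2 rose at PMA (median 1.69, but 0.40 summed, from 33.2 to 43.9), and 2 were tested at MA (−0.75) and SCP (−0.87). GAMYB and TCP miRNAs stood at 0.71 at PMA, at 0.02 at MA (−0.13 for members over 50) and at −0.39 at SCP, where 1 fell and the value flips to 0.15 summed and 0.03 for members over 50. Auxin miRNAs stood at −0.08, −0.35 (3 of 13 fell) and −0.39 (2 of 19 fell). The first flips to 0.01 by clean reads and 0.04 for members over 50, the second to 0.01 under the median ratio, and the third shrinks to −0.04 under equal sums. Phase change miRNAs stood at 0.15 at PMA (0.54 for members over 50) and −0.17 at MA, which flips under each scaling (0.14, 0.19 and 0.15). HD-ZIP III, GRF and GRAS miRNAs stood at −0.24 at MA, which flips too (0.07, 0.12 and 0.07). Small RNA feedback miRNAs stood at −0.09 (flips to 0.15 summed and 0.04 for members over 50), −0.21 (flips to 0.10, 0.15 and 0.11 under the scalings) and −0.66 (−0.31 under equal sums).

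The single calcium miRNA stood at 5.18, 5.44 and 1.63, and no MADS-box miRNA of the list was found. The pollen-enriched set had 2, 2 and 3 tested members (0.06, −0.41 and 0.00, of which the last becomes 0.34 under equal sums). Between MA and SCP it stood at 0.97 in Taichung65-2x (1 of 3 rose; 1.43, 1.80 and 1.84 under the scalings) and 1.41 in Taichung65-4x (2 of 3 rose; 1.92, 2.06 and 2.01). Transposon-derived miRNAs stood at −0.29 at PMA, with none called, which flips to 0.46 for members over 50. The phasiRNA triggers as a list stood at −0.29 at MA, which flips to 0.01, 0.06 and 0.02 under the scalings, and at 0.15 at SCP (0.49 under equal sums).

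By kind, known rice miRNAs stood at 0.07, −0.35 (flips to 0.01 under the median ratio) and −0.19 (flips to 0.16 under equal sums) at PMA, MA and SCP. Other-arm miRNAs stood at −0.03 (flips to 0.06 by clean reads and summed), −0.14 (flips to 0.17, 0.22 and 0.18) and −0.17 (flips to 0.17 under equal sums). miRNAs matching other species stood at −0.05 (flips to 0.04 by clean reads), −0.14 (flips to 0.17, 0.22 and 0.17) and −0.41 (−0.06 under equal sums). Predicted ones stood at 0.01 and 0.12 at PMA and MA, which flip to −0.45 and −0.55 for members over 50. By length, the 24 nt class stood at −0.02 and the 21 nt class at 0.07 at PMA, where the first flips to 0.01 under the median ratio and 0.08 by clean reads. The 22 nt class stood at −0.30 (9 of 54 fell, 4 rose), −0.16 (flips to 0.14, 0.19 and 0.15) and 0.33 (0.67 under equal sums).

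The small length classes turn easily. The 20 nt class stood at 0.49, −0.73 and −0.92 and keeps its signs. The 23 nt class stood at 0.44 and 0.85, which flip to −0.12 and −0.24 for members over 50, and at 0.05 (1.50 summed). The 19 nt class stood at 0.01 (flips to −0.33 for members over 50), −0.23 and −0.09, which flip under equal sums and the median ratio. The 18 nt class stood at −0.04 (flips to 0.63 summed), −0.50 and 0.26, and the 25 nt class at 0.82, 0.15 and 1.72. Between stages, 22 nt miRNAs fell in 27 of 53 from PMA to MA in Taichung65-2x (median −1.05, or −0.76, −0.71 and −0.67 under the scalings; 2 rose). Medians given here without an alternative move with the scaling too.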
